# Gene expression of the liver of vaccination-protected mice in response to early patent infections of *Plasmodium chabaudi* blood-stage malaria

**DOI:** 10.1186/s12936-018-2366-6

**Published:** 2018-05-29

**Authors:** Saleh Al-Quraishy, Mohamed A. Dkhil, E. M. Al-Shaebi, Abdel-Azeem S. Abdel-Baki, Marcos J. Araúzo-Bravo, Denis Delic, Frank Wunderlich

**Keywords:** *Plasmodium chabaudi*, Blood-stage malaria, Liver, Gene expression, Vaccination, Extramedullary erythropoiesis, Natural cytotoxicity

## Abstract

**Background:**

The role of the liver for survival of blood-stage malaria is only poorly understood. In experimental blood-stage malaria with *Plasmodium chabaudi*, protective vaccination induces healing and, thus, survival of otherwise lethal infections. This model is appropriate to study the role of the liver in vaccination-induced survival of blood-stage malaria.

**Methods:**

Female Balb/c mice were vaccinated with a non-infectious vaccine consisting of plasma membranes isolated in the form of erythrocyte ghosts from *P. chabaudi*-infected erythrocytes at week 3 and week 1 before infection with *P. chabaudi* blood-stage malaria. Gene expression microarrays and quantitative real-time PCR were used to investigate the response of the liver, in terms of expression of mRNA and long intergenic non-coding (linc)RNA, to vaccination-induced healing infections and lethal *P. chabaudi* malaria at early patency on day 4 post infection, when parasitized erythrocytes begin to appear in peripheral blood.

**Results:**

In vaccination-induced healing infections, 23 genes were identified to be induced in the liver by > tenfold at p < 0.01. More than one-third were genes known to be involved in erythropoiesis, such as *Kel*, *Rhag*, *Ahsp*, *Ermap*, *Slc4a1*, *Cldn13 Gata1*, and *Gfi1b*. Another group of > tenfold expressed genes include genes involved in natural cytotoxicity, such as those encoding killer cell lectin-like receptors *Klrb1a*, *Klrc3*, *Klrd1*, the natural cytotoxicity-triggering receptor 1 *Ncr1*, as well as the granzyme B encoding *Gzmb*. Additionally, a series of genes involved in the control of cell cycle and mitosis were identified: *Ccnb1*, *Cdc25c*, *Ckap2l* were expressed > tenfold only in vaccination-protected mice, and the expression of 22 genes was at least 100% higher in vaccination-protected mice than in non-vaccinated mice. Furthermore, distinct lincRNA species were changed by > threefold in livers of vaccination-protected mice, whereas lethal malaria induced different lincRNAs.

**Conclusion:**

The present data suggest that protective vaccination accelerates the malaria-induced occurrence of extramedullary erythropoiesis, generation of liver-resident cytotoxic cells, and regeneration from malaria-induced injury in the liver at early patency, which may be critical for final survival of otherwise lethal blood-stage malaria of *P. chabaudi*.

**Electronic supplementary material:**

The online version of this article (10.1186/s12936-018-2366-6) contains supplementary material, which is available to authorized users.

## Background

Malaria is still one of the most life-threatening infectious diseases in tropical countries. The World Health Organization (WHO) had estimated about 212 million new cases and about 429,000 deaths globally in 2015, with about 70% of total deaths occurring in children aged under 5 years [1]. An effective anti-malarial vaccine is not yet commercially available [2–4].

Morbidity and mortality from malaria are caused by the blood stages of the malaria-causing agent, parasitic protozoans of the genus *Plasmodium*, which develop within host erythrocytes. The spleen with its inherent mechanism to remove senescent and other aberrant erythrocytes from circulation is currently thought to be the exclusive effector organ to eliminate *Plasmodium*-parasitized erythrocytes from circulation [5]. However, the liver is also equipped with effective mechanisms for removing aberrant erythrocytes including *Plasmodium*-infected erythrocytes [6–11]. The liver with its intrinsic immune system is therefore increasingly, though still hesitantly, recognized as an effector organ against blood-stage malaria [10]. *Plasmodium chabaudi* infection in mice is an appropriate model to study the effector functions of the liver against blood-stage malaria without interfering with the preceding liver-stages of malaria parasites [12, 13]. The *P. chabaudi* model shares several characteristics with *P. falciparum*, which causes about 99% of global malaria-related deaths in humans [1].

The *P. chabaudi* model also appears appropriate to study the uncomprehended mechanisms of host defense that occur in the liver during vaccination-induced survival in blood-stage malaria. First, an effective procedure of blood-stage vaccination for *P. chabaudi* is available [14]. The non-infectious vaccine consists of erythrocyte plasma membranes isolated from *P. chabaudi*-infected erythrocytes, which contain auto-antigens and parasite-synthesized neo-antigens ([15, 16]; cf. also [17]). Immunization with this vaccine results in survival of more than 80% mice, which would have otherwise succumbed to lethal malaria by *P. chabaudi* [14, 18]. This vaccination induces a healing course of the infection and reduces peak parasitaemia by approximately 30% on day 8 post-infection (pi) and generation of long-lasting resistance against homologous re-infections [10]. Secondly, the liver of mice has been shown to respond to protective vaccination evidenced, for instance, as alterations in gene expression, miRNA expression, and DNA methylation of gene promoters upon blood-stage infection [10, 18–20].

A critical phase of *P. chabaudi* blood-stage infections is the mid-precrisis on day 4 pi, when parasitized erythrocytes begin to appear in peripheral blood. At this early patency, parasitaemia ranges between 1 and 5% varying with mice and does not differ between healing and lethal infections in vaccinated and non-vaccinated mice, respectively [18]. Moreover, early patency is associated with a dramatic decline in malaria-induced expression of multifunctional cytokines, such as IFNγ, TNF, IL-1β, and IL-6 in the liver, which drive various programmes of host defense [10, 18, 21]. Although still unexplainable at present, this decline suggests the occurrence of yet unknown processes in the liver that may be critical for vaccine efficacy and, thus, for the final outcome of blood-stage malaria. To track these processes in the liver during mid-precrisis and the possible effects by vaccination, a reasonable initial approach is to analyse global gene expression profiles in the liver for malaria-responsive genes at early patent infections of *P. chabaudi* blood-stage malaria in vaccination-protected mice in comparison with non-vaccinated unprotected mice.

## Methods

### Mice

Balb/c mice bred under specified pathogen-free conditions were obtained from the central animal facility of the University of Düsseldorf. The experiments were performed only with female mice aged 10–12 weeks. Mice were housed in plastic cages and received a standard diet (Woehrlin, Bad Salzuflen, Germany) and water ad libitum.

### Protective vaccination

Vaccination was performed under identical experimental conditions as described previously [18]. Host cell plasma membranes, isolated in the form of erythrocyte ghosts from *P. chabaudi*-parasitized erythrocytes, were used as a non-infectious vaccine, which was prepared as detailed previously [14, 22, 23]. Approximately 10^6^ ghosts were suspended in 100 µl Freund’s complete adjuvant (FCA) and subcutaneously injected at week 3 and week 1 before infection with *P. chabaudi*-parasitized erythrocytes. Control mice were treated in parallel with only FCA.

### *Plasmodium chabaudi* malaria

Blood-stage infections of *P. chabaudi* were maintained in outbred mice under sterile conditions by weekly passages of infected red blood cells. A non-clonal line of *P. chabaudi* has been used [18, 20, 24]. This line resembles *Plasmodium chabaudi chabaudi* AS in terms of restriction fragment length polymorphism analysis [25] as well as sequence identity for dihydrofolate reductase and for a cysteine protease [26] with only a single nucleotide exchange [18]. As the AS clone, the line used here has self-healing potential. However, this is controlled by sex and sex hormones, respectively, genes of the H-2 complex and genes of the non-H-2 background of the infected mouse strain [27]. Challenge of Balb/c mice with 10^6^ *P. chabaudi*-infected erythrocytes, evaluation of parasitaemia, and counting of erythrocytes were performed as described previously [18, 28]. Besides the sacrificed mice on day 0 pi and on day 4 pi, both the vaccinated group and the non-vaccinated group contained 4 ‘control’ mice, which were not sacrificed. In the non-vaccinated group, all four mice succumbed to infection during crisis, whereas only one mouse succumbed to infection during crisis in the vaccinated group, but three mice survived the infection for at least 3 weeks, in accordance with our previous results [18].

### RNA isolation

Livers were aseptically removed from sacrificed mice, rapidly frozen in liquid nitrogen, and stored at − 80 °C until use. For isolation of total RNA, livers were individually ground in a mortar under liquid nitrogen and aliquots were subjected to standard RNA extraction using Trizol. An additional RNA clean-up was followed using the miRNeasy Kit (Qiagen, Hilden, Germany). RNA integrity and quality was checked on the Agilent 2100 Bioanalyzer platform (Agilent Technologies). The RIN values of all RNA samples ranged between 8.7 and 9.1.

### RNA labelling

Each RNA sample was used to produce Cy3-labeled cRNA. Equivalents of 100 ng from individual RNA samples were amplified and labelled using the Agilent Low Input Quick Amp Labelling Kit (Agilent Technologies) according to the manufacturer’s instructions. Yields of cRNA and dye-incorporation were determined using the ND-1000 Spectrophotometer (NanoDrop Technologies). The incorporations were between 18 and 23 fmol Cy3/ng cRNA.

### Hybridization of gene expression oligo microarrays

Agilent mouse whole genome 8 × 60 K gene expression oligo microarrays (design 028005) were used for hybridization. Each microarray displayed 39,430 Entrez Gene RNAs and 16,251 long intergenic non-coding (linc)RNAs. The Agilent Gene Expression Hybridization Kit was used for hybridization as detailed in the Agilent processing protocol (Agilent technologies). In brief, 600 ng of Cy3-labelled fragmented cRNA in hybridization buffer was hybridized to the microarrays overnight at 65 °C using the recommended hybridization chamber and oven. Finally, the microarrays were washed with the Agilent Gene Expression Wash Buffer 1 (1 min at 23 °C) and then with preheated Agilent Gene Expression Wash Buffer 2 (1 min at 37 °C).

### Scanning and analyses of microarrays

Agilent microarray scanner system (Agilent Technologies) was used for detecting fluorescence signals on the hybridized microarrays. The microarray image files were processed with the Agilent feature extraction software (FES), which determines feature intensities including background subtraction, rejects outliers, and calculates statistical confidences. Three different biological replicates were performed for each sample type, i.e., 12 microarrays for four samples *in toto*. The expression variance was stabilized through the log_2_ transform. Microarrays were normalized by the quantile method. The heat map of the most highly variable transcripts, the hierarchical clustering dendrograms (calculated using the unweighted pair group method with arithmetic mean and Euclidean distance measure), and the Principal component analysis were performed using in-home functions developed in Matlab (MathWorks). The microarray data have been deposited at both the EMBL-EBI Array Express repository (Array accession number: E-MTAB.6494) and the NCBI’s Gene Expression Omnibus (GEO) database with accession number GSE111110 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE111110).

### Quantitative real-time PCR

Quantitative real-time PCR was performed under experimental conditions identical to those described recently [28], using High Capacity cDNA Reverse Transcription Kit (Life Technologies) and TaqMan mRNA assays (Life Technologies) for reverse transcription of mRNAs encoding the following proteins: ERMAP (assay ID: Mm00469273_m1), CLDN13 (Mm00491038_s1), CD163 (Mm00474091_m1), GZMB (Mm00442837_m1), KLRB1A (Mm00726548_s1), KLRC3 (Mm00650941_m1), KLRD1 (Mm00495182_m1), NCR1 (Mm01337324_g1), KLRG1 (Mm00516879_m1), and GAPDH (Mm99999915_g1). Fold change of expression was calculated using the comparative Ct method (2^−ΔΔct^) [29] and data sets were analysed for statistical significance using a two-tailed unpaired heteroscedastic Student’s t test (*p < 0.01).

## Results

### Identification of malaria-inducible genes in the liver of vaccinated and non-vaccinated mice

To identify malaria-induced vaccination-responsive genes in the liver at early patency, vaccinated and non-vaccinated Balb/c mice were concomitantly infected with *P. chabaudi*, and livers prepared from three vaccinated mice on day 4 pi (Vd4 group) were individually analysed with Agilent’s 8 × 60 K oligo microarrays for global gene expression in relation to those of three non-infected vaccinated mice on day 0 pi (Vd0 group). Corresponding analyses were performed with livers prepared from three non-vaccinated mice on day 4 pi (Nd4 group) in relation to those of three non-vaccinated mice on day 0 pi (Nd0 group). 

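The data comprised 12 Agilent one-colour arrays, 3 per group, each hybridised with cRNA from the liver of 1 mouse. Balb/c is an inbred strain, and the vaccine consisted of ghosts, the emptied membranes of infected erythrocytes. The methods and the scanner files name Cy3 as the dye, whereas the sample labels name biotin. The scanner files gave the processed signal of Feature Extraction, which subtracts the background within each array and replaces values near the background by a surrogate. Of 59305 spots outside the controls, between 29752 and 32097 per array lay well above background by the flag of that software, with medians of 30287 in Nd0, 30554 in Vd0, 31098 in Nd4 and 30840 in Vd4, and no spot was saturated. The 12 arrays were spread over 5 slides, of which only 1 held an array of every group, and Nd0 replicate 3 was the only array of its scan day. Signals were log2 transformed and quantile normalized over the 12 arrays, as the methods state, and the spots of a probe were averaged. A probe was kept where it lay well above background on all 3 arrays of at least 1 group, and each gene was represented by its probe with the highest mean signal. This left 17817 genes and 2284 lincRNAs. All 4 groups were fitted together with limma, with 8 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over all genes and lincRNAs tested. A gene was called higher or lower where it differed by more than 3-fold at an adjusted p under 0.01. The response of vaccinated mice (Vd4 against Vd0) was also tested against the response of non-vaccinated mice (Nd4 against Nd0), where a difference of responses of more than 2-fold at an adjusted p under 0.05 was called. Where a group did not lie well above background on all of its arrays, its mean only bounds the fold change. The bound sets the mean of the bright group against the mean of the dim group after raising each dim value to the lowest signal that lay well above background on its array, and is written as at least so many fold. Log2 changes, differences of responses and means over lists are fitted values, which for dim groups rest on signals not well above background and are no bounds. Each p-value tests the fitted change, also where it is printed beside a bound. For dim groups it rests on signals near background, whose spread need not be that between mice. For 3 arrays against 3, the smallest p of an exact two-sided permutation test is 0.1. As an alternative, background was subtracted by the normexp model with an offset of 50. By construction, this offset compresses the folds of dim genes. A call of a dim gene lost with normexp background is thus no evidence by itself against a change. The number of arrays limits the precision of all values.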

Figure 1a shows the global expression analysis heatmap of the most highly variable RNA expression profiles of the four different groups, each with three replicates. A group of transcripts is specifically expressed at intermediate level I in the Vd4 group, which is not expressed in the Vd0, Nd0 and Nd4 groups. 

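Compared directly on day 4, 49 genes were called higher and 16 lower in the Vd4 than in the Nd4 group by limma, and 90 and 22 without the adjustment of p. These counts moved most under the methods' t-test, by which 52 genes were higher and 7 lower without adjustment and 0 either way after it. Without Nd4 replicate 3, 18 genes were higher and 1 was lower. With the slide as a block, which leaves 4 residual degrees of freedom, 7 were higher and 1 lower. With the mean signals of pancreatic and muscle genes as covariates, which leaves 6, the counts were 5 and 0. All 3 arrays of one group lay beyond the 3 of the other for 33.9% of genes, where chance gives 10%. The gene with the largest difference of responses was Retnla (chromosome 16, 48842665 to 48844574, plus strand), which was at least 19.7-fold higher in the Vd4 than in the Nd4 group at an adjusted p of 0.0209 and was therefore not called. Its log2 signal was 9.18 ± 0.11 (SD, n = 3) in the Vd4 group and 4.59 ± 1.70 in the Nd4 group, where 2 of 3 arrays lay well above background. Its difference of responses (log2 6.05, standard error 1.39, adjusted p = 0.0470) no longer passed when any one of 11 of the 12 arrays was left out, as without Nd0 replicate 1 (log2 5.60, adjusted p = 0.0890). Mcpt8 (chromosome 14, 56701003 to 56704053, minus strand) was 7.31-fold higher in the Vd4 group (standard error 0.51 on the log2 scale, adjusted p = 0.00988), a call lost without any one of 10 of the arrays, for example at an adjusted p of 0.0453 without Nd4 replicate 3. Rhd (chromosome 4, 134420451 to 134452087, plus strand) was 6.60-fold higher (adjusted p = 0.00801), and its call was likewise lost when 1 of 9 arrays was left out, at an adjusted p of 0.0392 without Nd4 replicate 3.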

Figure 1b shows the hierarchical clustering (dendrogram) of the different samples performed using the correlation metric and the average linkage method. The dendrogram reveals a clean cluster of all the three replicates in the Vd4 group and another major cluster of the data from the Nd0, Vd0, and Nd4 group, with the subclusters of samples in the Vd0 and Nd0 groups clustering closer. 

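The 12 arrays were clustered by average linkage on 1 minus their Pearson correlation over 27758 probes. The first split, at a height of 0.0292, parted the 6 arrays of day 0 from the 6 arrays of day 4, and the next parted the Nd4 from the Vd4 arrays. The Nd0 and Vd0 arrays remained together at this level, and the split into 4 groups set Nd0 replicate 1 apart from the other day 0 arrays. The splits came out alike with Euclidean distance, which the methods name, and after scaling each array to its 75th percentile. Over the 1000 probes of largest variance, Nd4 replicate 1 rather than the Nd4 group parted from the other day 4 arrays. Correlations lay between 0.988 and 0.993 within groups, between 0.987 and 0.990 from Nd0 to Vd0 arrays, and between 0.984 and 0.993 from Nd4 to Vd4 arrays. From Vd0 to Vd4 arrays they lay between 0.960 and 0.971, and from Nd0 to Nd4 arrays between 0.974 and 0.979.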

Principal component analysis (PCA) of the gene expression data is shown in Fig. 1c, where the 1st principal component (PC1) captures 40% of the gene expression variability and the 2nd principal component (PC2) captures 13% of the variability. 

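Over the same 27758 probes, centred but not scaled, PC1 captured 54.7% and PC2 9.37% of the variability. PC3 captured 6.72%. The share of PC1 depended on the choice of probes, being 69.2% over the 1000 probes of largest variance and 28.0% over all probes without a filter, a choice made after the data had been seen. With each probe scaled to a variance of 1, PC1 captured 39.5% and PC2 12.2%.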

The PCA indicates that the replicates of case cluster together, and that PC1, since capturing the higher percentage of gene expression variability, clearly separates all the replicates of the Nd0, Nd4, Vd0 groups from those of the Vd4 group. 

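On PC1 the arrays of day 0 lay apart from those of day 4, with scores from -53.9 to -47.9 for Nd0, from -66.2 to -52.0 for Vd0, from 41.1 to 42.7 for Nd4 and from 62.7 to 75.1 for Vd4. The gap between the Nd4 and Vd4 arrays was thus smaller than that between either of them and day 0, but larger than the spread within the Nd4 or the Vd4 group. PC2 parted the vaccinated from the non-vaccinated mice, with scores from -1.32 to 26.5 for Nd0 and 16.8 to 42.4 for Nd4 against -21.8 to -7.38 for Vd0 and -31.4 to -10.5 for Vd4. This did not hold for every choice of probes. Over the 1000 probes of largest variance the Nd0 arrays (-14.9 to 25.8) overlapped the Vd0 arrays (-15.1 to 7.62) on PC2, as they did over all probes without a filter (-69.9 to 70.5 and -16.3 to 1.66), a choice made after the data had been seen.

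**Figure D1:**
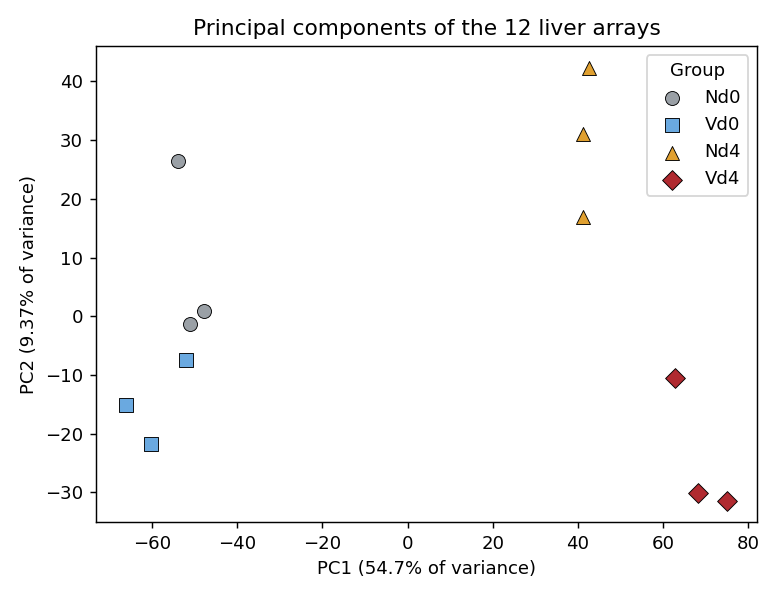
Scores of the 12 arrays on PC1 (54.7% of the variability) and PC2 (9.37%), with 1 symbol per array. All Vd4 arrays sit at 62.7 or above on PC1, the Nd4 arrays from 41.1 to 42.7, and the arrays of day 0 at -47.9 or below.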

Taken together, these results indicate that protective vaccination does not essentially affect constitutive RNA expression of livers on day 0 pi, whereas early patent infections with *P. chabaudi* blood-stage malaria induce changes in hepatic RNA expression, differing between the Vd4 and the Nd4 group.

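On day 0, limma called 0 genes higher and 0 lower in vaccinated than in non-vaccinated mice, and 10 and 22 without the adjustment of p. The t-test of the methods gave 3 and 10 without and 0 and 0 with adjustment. Leaving out 1 array at a time, the counts were at most 1 higher and 6 lower. Among lincRNAs the counts were 0 and 0 with limma, and 3 and 1 unadjusted. The 3 arrays of one group lay beyond the 3 of the other for 20.5% of genes on day 0, against the 10% that chance gives, compared with 54.7% between Vd4 and Vd0 and 47.5% between Nd4 and Nd0. A list of 17 cell cycle genes that the paper does not name lay lower in the Vd0 than in the Nd0 group by a mean log2 difference of -0.91 (standard error 0.12, and -0.56 with normexp background), with 17 of 17 genes lower (p = 6.24e-05 in limma's rotation test fry, 0.00066 adjusted over 11 lists). Adjusted over the list alone, 14 of these genes passed, and 0 passed when adjusted over all genes. For 3 arrays against 3, chance could not be excluded by other splits of the samples.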

**Fig. 1:**
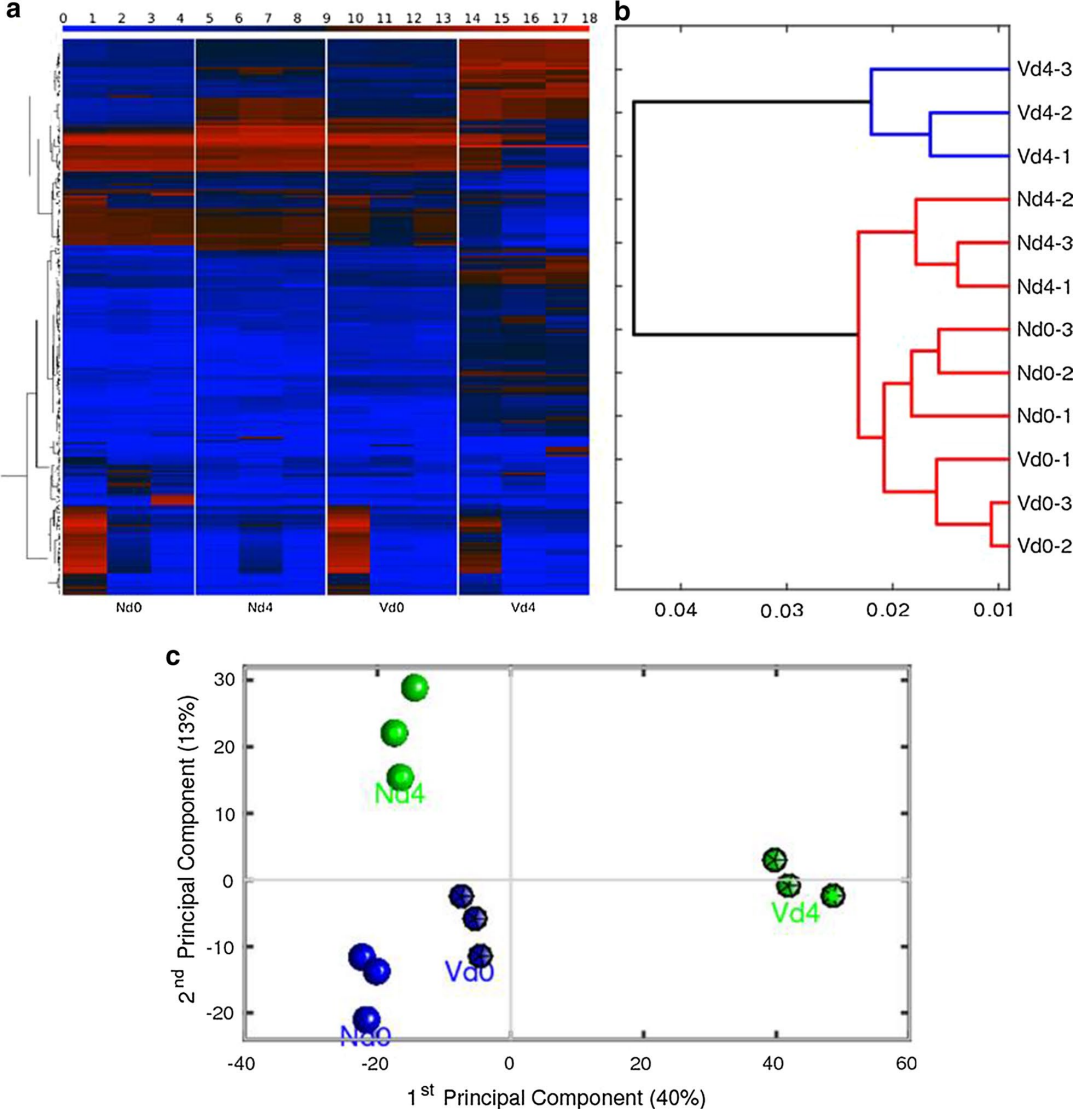
Transcriptomic global analysis of the liver from vaccination-protected Balb/c mice before infection with *Plasmodium chabaudi* on day 0 pi (Vd0 group) and after infection on day 4 pi (Vd4 group) as well as in non-vaccinated non-protected mice in the Nd0 and Nd4 groups, respectively. **a** Heatmap. The colour bar at the top codifies the gene expression in the log2 scale. Higher RNA expression corresponds to increased intensity of the colour red. **b** Hierarchical clustering of samples. **c** PCA of RNA expression data. The PC1 captures 40% of the RNA expression variability and the PC2 captures 13% of the variability

Malaria-induced changes in gene expression were then found in livers of both the Vd4 and Nd4 groups, when mRNAs were evaluated, which displayed > threefold changed expressions at a stringent level of significance (p < 0.01) at both d4 groups in relation to corresponding constitutive expressions of the Vd0 and Nd0 group, respectively. The total numbers of genes with significantly changed expression are summarized in the Venn diagrams shown in Fig. 2. 

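In the Vd4 group 1057 genes were called higher than in the Vd0 group, and in the Nd4 group 542 were called higher than in the Nd0 group. Of these, 491 were called in both, 566 in vaccinated mice only and 51 in non-vaccinated mice only. Counts moved most under the t-test of the methods after adjustment, which passed 46 and 83 genes, and without adjustment it passed 870 and 417. Background subtraction by the normexp model gave 548 and 228. Of the 566 genes called in vaccinated mice only, 552 also rose in non-vaccinated mice, 358 of them by more than 2-fold, and 141 had a stronger response in vaccinated mice by the test of the difference of responses. Among the 491 genes called in both, 58 had a stronger response in vaccinated mice. Across all 17817 genes the log2 responses of the vaccinated and non-vaccinated mice correlated with r = 0.807, where genes are not independent replicates. The day 0 group, as the dimmer one, did not lie well above background on all arrays for 309 of the 1057 and 166 of the 542 genes.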

Early patent infections induced upregulation of 329 genes in the Vd4 group, but only 173 genes in the Nd4 group, and 274 genes in both d4 groups. 

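Called lower were 63 genes in the Vd4 and 39 in the Nd4 group, of which 18 were lower in both, 45 in vaccinated mice only and 21 in non-vaccinated mice only. Of the 45, 40 also fell in non-vaccinated mice, 17 of them by more than 2-fold, and 7 differed in response between vaccinated and non-vaccinated mice by the test of the difference. Leaving out Vd0 replicate 2 lowered the 63 genes to 37, and leaving out Nd0 replicate 3 lowered the 39 genes to 24. The t-test of the methods gave 26 and 25 genes without adjustment and 0 and 2 with it.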

A remarkably lower number of genes was found to be downregulated, i.e., only 19 in the Vd4 group and still fewer, namely 10 in the Nd4 group. The Additional file 1: Tables S1 and S2 summarize the genes whose expression is up- and downregulated by > threefold and < tenfold in the Nd4 group with p < 0.01, respectively. Additional file 1: Table S3 shows 16 genes whose expression is changed by > tenfold in the Nd4 group with 15 upregulated genes and only one downregulated gene. 

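By more than 10-fold, 43 genes were higher and 5 lower in the Nd4 than in the Nd0 group. The largest increases were those of Gm4841 (233-fold), Cxcl9 (40.4-fold), Tgtp1 (38.9-fold), Gzma (36.8-fold) and Ubd (29.4-fold). Gm4841 was 9.13-fold lower in the Vd4 than in the Nd4 group (adjusted p = 0.00178 by limma), and its response was smaller in vaccinated mice (log2 difference -2.33, adjusted p = 0.0470). Cxcl9 rose 16.8-fold in vaccinated mice, without a difference of responses past the threshold (log2 difference -1.27, adjusted p = 0.115).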

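More than 10-fold changes were called for 173 genes upwards and 4 downwards in the Vd4 group. With normexp background these counts were 27 and 0. Of the 173 genes, 30 were not called in the Nd4 group, and 39 were more than 10-fold higher in both. By limma's test, the difference of responses (vaccinated less non-vaccinated mice) was positive for 239 genes and negative for 43, and for 514 and 169 without adjustment of p. With the slide as a block, which leaves 4 residual degrees of freedom, 21 and 4 genes passed. Without Nd4 replicate 3 there were 143 and 24. For 44 of the 239 and 4 of the 43 genes at least 1 day 0 group did not lie well above background on all arrays. The size of their difference is therefore uncertain. Among them were 27 and 2 genes for which neither day 0 group did. Of the 239 genes, 204 rose in both vaccinated and non-vaccinated mice, and 109 were also more than 2-fold higher in the Vd4 than in the Nd4 group, so that the remainder owed part of the difference to lower values on day 0.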

In the Vd4 group, 306 genes were identified to be upregulated (Additional file 1: Table S4) and 18 genes were downregulated by > threefold and < tenfold, respectively (Additional file 1: Table S5). Additional file 1: Table S6 shows all genes that were significantly upregulated by > threefold in both Vd4 and Nd4 groups.

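Among the 509 genes called in the same direction in both groups on day 4, the log2 response of vaccinated mice was 1.23 times that of non-vaccinated mice in the median. Over the 1192 genes called in at least one of them, the responses correlated with r = 0.769 across genes.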

**Fig. 2:**
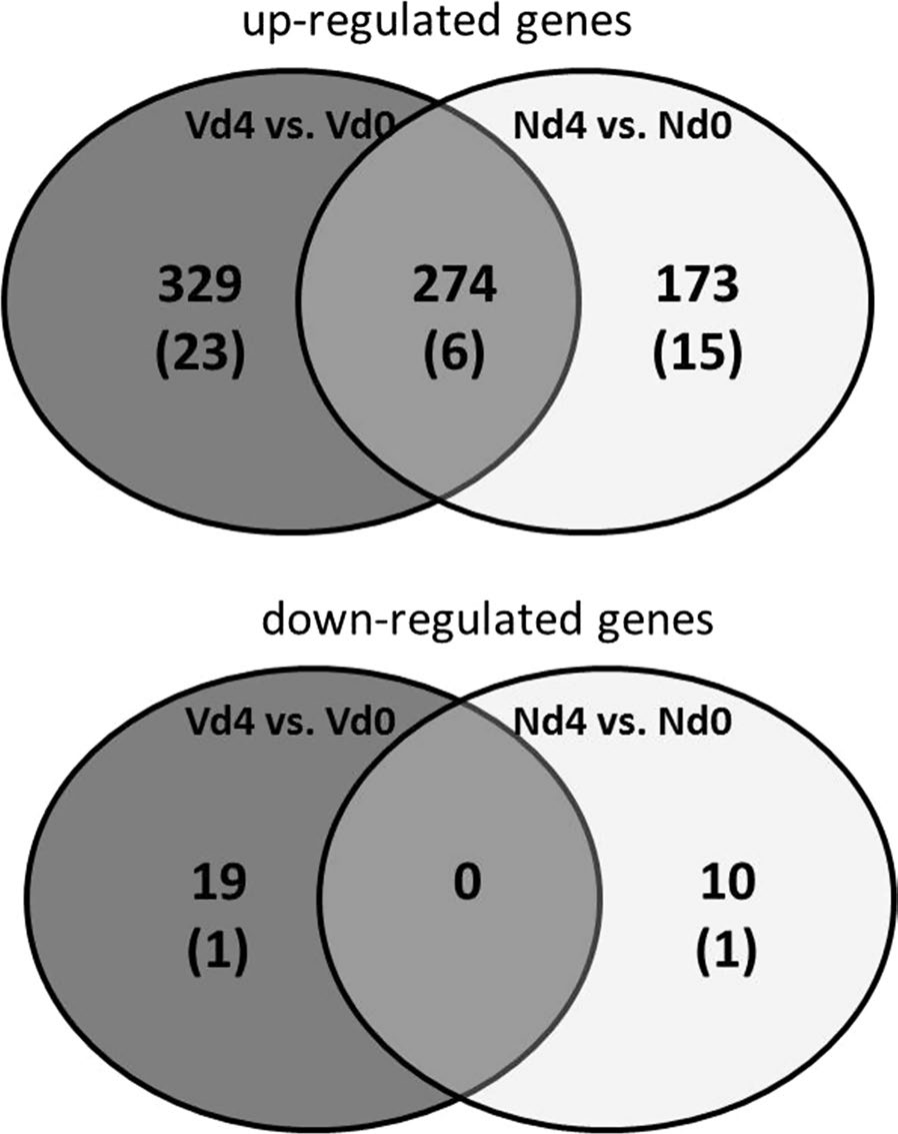
Number of genes expressed more than threefold (p < 0.01) in the liver of vaccinated mice infected with *Plasmodium chabaudi* on day 4 pi (Vd4 group) in relation to the corresponding constitutive expressions day 0 *pi* (Vd0 group). Nd4 group vs. Nd0 group indicates the number of significantly expressed genes in the liver of non-vaccinated mice. Numbers in brackets: genes with > tenfold changed expression

### Characterization of genes changed by > tenfold in the Vd4 group

To further restrict the number of candidate genes of potential importance for early patency and final survival, the analysis concentrated on genes, whose expressions were changed by > tenfold in the Vd4 group. Table 1 summarizes the 24 genes and their annotated functions, among which 23 were upregulated and one gene was downregulated. 

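Of the 24 genes of Table 1, 21 were called higher, 1 lower and 2 neither in the Vd4 group, with a median fitted log2 change of 3.93. For 16 of them only a bound was measured, and with these at their bounds the log2 changes ran from -3.05 to 5.96 with a median of 3.46. In non-vaccinated mice, 16 of the same genes were called higher, 1 lower and 7 neither, with a median fitted log2 change of 2.44, or 1.45 with 15 genes at their bounds and 1 gene without a fold left out. Between the Vd4 and the Nd4 group 6 genes were called higher, and the response was stronger in vaccinated mice for 9 of the 24 by limma's test of the difference. Normexp background removed 10 of the calls in vaccinated mice and 12 of those in non-vaccinated mice. The table was selected on these samples, so its counts are not independent evidence of a response. Abcg4 was among the 2 genes not called higher. Its brightest probe fell by 0.86 on the log2 scale (adjusted p = 0.00711), whereas its 2 other probes rose at least 13.3-fold and at least 8.26-fold.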

Conspicuously, one-third of the 23 upregulated genes are known to be involved in erythroid development. This group of genes includes *Ahsp* (48-fold) and *Kel* (66-fold), which encode the alpha haemoglobin stabilizing protein and the Kell blood group, respectively. 

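Ahsp rose 62.2-fold in vaccinated mice (log2 change 5.96, standard error 0.48, adjusted p = 6.22e-06 by limma) and 8.25-fold in non-vaccinated mice (log2 change 3.04, adjusted p = 0.00115). Its log2 signal was 11.47 ± 0.05 (SD, n = 3) in the Vd4 and 8.87 ± 0.35 in the Nd4 group, a 6.07-fold difference at an adjusted p of 0.0120 that was not called. Its difference of responses was 2.91 on the log2 scale (adjusted p = 0.0506). Without Vd0 replicate 2 this became 3.60 at an adjusted p of 0.00641. Kel (chromosome 6, 41636329 to 41654338, minus strand) lay near background on day 0 and was at least 13.9-fold higher in the Vd4 than in the Vd0 group and at least 2.68-fold higher in the Nd4 than in the Nd0 group (adjusted p = 1.26e-07 and 5.84e-06). Between the groups of day 4 it was 5.01-fold higher in vaccinated mice (adjusted p = 0.00117), and its fitted difference of responses, with no day 0 array well above background, was 2.60 on the log2 scale (standard error 0.34, adjusted p = 0.00647). Under the slide block these p-values were 0.0165 and 0.0588, and normexp background removed the calls of Kel in non-vaccinated mice and between the groups of day 4.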

Other genes in this group encode erythroid constituents such as the erythroblast membrane-associated protein *Ermap*, the Rhesus blood group-associated A glycoprotein, *Rhag*, and the soluble carrier family 4 *Slc4a1*, which is also termed band 3 and is one of the major erythroid integral multi-pass surface membrane proteins. 

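Rhag (chromosome 17, 40948075 to 40977703, plus strand) was at least 5.31-fold higher in the Vd4 than in the Vd0 group (adjusted p = 4.92e-05 by limma), a call lost with normexp background. In the Nd4 group only 1 of 3 arrays lay well above background, and Rhag was at least 4.99-fold higher in the Vd4 than in the Nd4 group (adjusted p = 0.00691), a call lost when any one of 9 arrays was left out, as at an adjusted p of 0.0290 without Vd4 replicate 1. Slc4a1 (chromosome 11, 102210138 to 102227517, minus strand) rose 11.8-fold in vaccinated mice (adjusted p = 2.14e-06) and 2.73-fold in non-vaccinated mice (adjusted p = 0.00176). Its log2 signal was 10.30 ± 0.01 in the Vd4 and 8.28 ± 0.20 in the Nd4 group (SD, n = 3 each), and its difference of responses was 2.11 (standard error 0.35, adjusted p = 0.0133, and 0.0636 with the slide as a block). The 3 probes of Ermap (chromosome 4, 118848062 to 118862616, minus strand) moved apart. The brightest one, in the coding sequence, had a log2 change of -0.17 in vaccinated mice (adjusted p = 0.360), whereas the others rose at least 17.6-fold and at least 13.6-fold (adjusted p = 1.27e-05 and 1.26e-06).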

The *Slc4a1*-encoded band 3 is known to function as a chloride/bicarbonate exchanger transporting carbon dioxide and to associate with glycophorin A (GYPA), which is another major integral one-pass red cell membrane protein. 

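Car13 (chromosome 3, 14641727 to 14663002, plus strand) rose at least 8.44-fold in vaccinated and at least 5.10-fold in non-vaccinated mice, without a difference of responses past the threshold (log2 0.91, adjusted p = 0.203). Car2 rose 4.69-fold in vaccinated and 1.40-fold in non-vaccinated mice (log2 difference of responses 1.75, adjusted p = 0.00766). For Car9 these values were 3.73-fold and 3.12-fold. Normexp background removed the calls of Car13 and Car9.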

Remarkably, the expression of *Gypa* gene is almost tenfold higher in vaccination-protected mice (Additional file 1: Table S4), similar to *Car13* encoding carbonate anhydrase (besides *Car2* and *Car9*), which is known to interconvert carbon dioxide and bicarbonate to maintain the acid–base balance in blood and to help transport carbon dioxide out of tissues. Moreover, the group of genes upregulated by > tenfold also lists the transcription factors *Gata1* and *Gfi1b* as well as *Cldn13* upregulated by even > 43-fold.

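Gata1 (X chromosome, 7536386 to 7555197, minus strand) was at least 30.3-fold higher in the Vd4 than in the Vd0 group (adjusted p = 7.10e-06 by limma) and at least 4.54-fold higher in the Nd4 than in the Nd0 group (adjusted p = 0.00175). It was 5.74-fold higher in the Vd4 than in the Nd4 group (adjusted p = 0.00666), a call lost with the slide as a block and without any one of 9 arrays, and normexp background removed its call in non-vaccinated mice. Its difference of responses of 2.53 (adjusted p = 0.0462) no longer passed when any one of 10 of the arrays was left out, for example without Nd4 replicate 3 (2.42, adjusted p = 0.108). Gfi1b (chromosome 2, 28464970 to 28477502, minus strand) rose at least 16.9-fold in vaccinated mice (adjusted p = 1.79e-06) and at least 2.53-fold in non-vaccinated mice (adjusted p = 0.00314), where it was not called. Its difference of responses was 2.78 on the log2 scale (standard error 0.41, adjusted p = 0.00969). Cldn13 (chromosome 5, 135390119 to 135391396, minus strand) rose at least 18.9-fold in vaccinated mice and at least 2.34-fold in non-vaccinated mice (adjusted p = 6.23e-06 and 0.000739). It was 7.78-fold higher in the Vd4 than in the Nd4 group (adjusted p = 0.00587), a call lost without any one of 7 arrays, as at an adjusted p of 0.0298 without Nd4 replicate 3. Its difference of responses, 2.57 (adjusted p = 0.0662), passed without Vd0 replicate 2 (3.22, adjusted p = 0.00900).

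**Figure D2:**
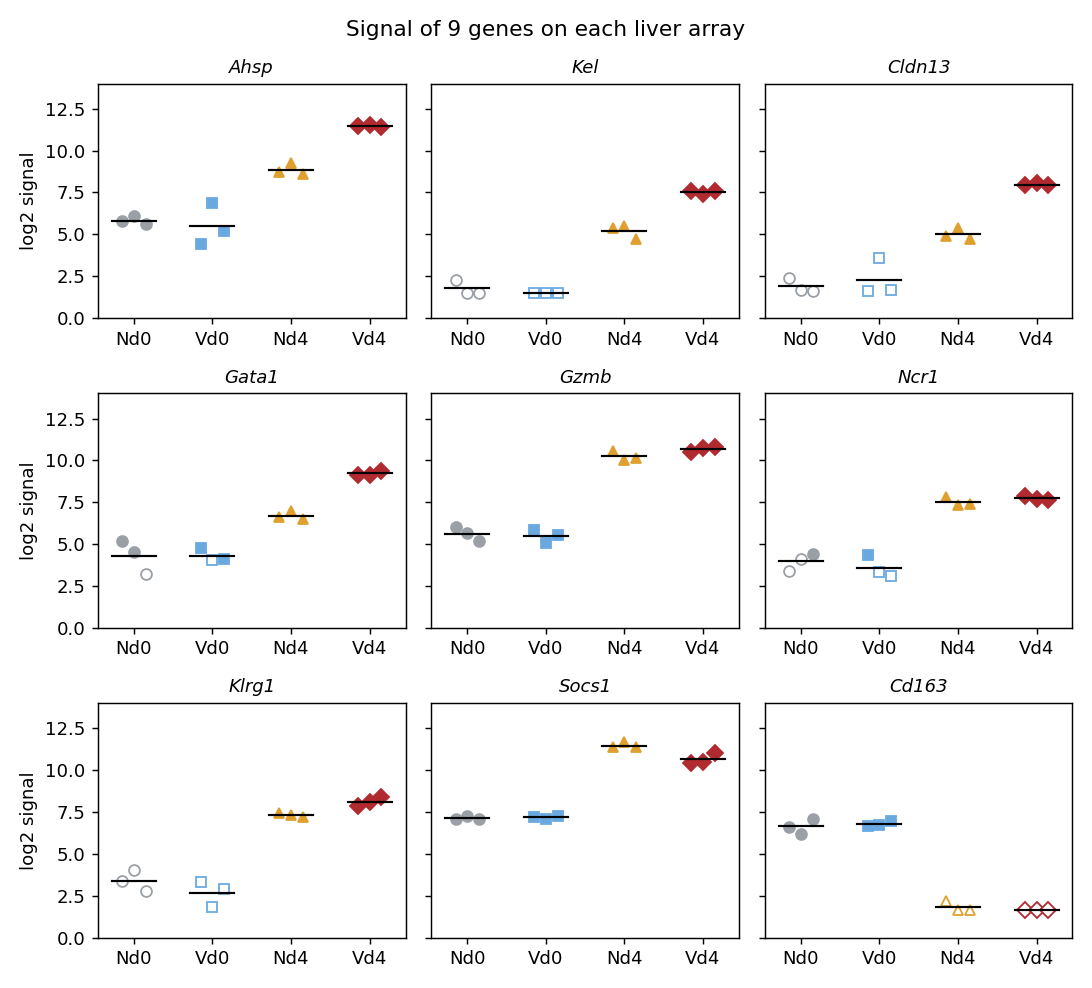
Normalized log2 signal of 9 genes on each of the 12 arrays, with bars at the group means and open symbols where the probe did not lie well above background on that array. Cldn13 is open on all arrays of day 0, and Gzmb rises to 10.66 in the Vd4 and 10.25 in the Nd4 group.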

**Table 1:** Genes expressed more or less than tenfold (p < 0.01) in the liver of vaccinated mice infected with *P. chabaudi* on day 4 p.i. (Vd4) in comparison to constitutive expression on day 0 p.i. (Vd0)

Gene	Gene description	RefSeq ID	Vd4 vs. Vd0	*p* value	Function (annotated according to www.genecards.org)
Erythropoiesis					
*Ahsp*	Alpha hemoglobin stabilizing protein	NM_133245	48.18	0.0095	Acts as a chaperone to prevent the harmful aggregation of alpha-hemoglobin during normal erythroid cell development. Specifically protects free alpha-hemoglobin from precipitation. It is predicted to modulate pathological states of alpha-hemoglobin excess such as beta-thalassemia
*Cldn13*	Claudin 13	NM_020504	43.50	0.0070	Plays a major role in tight junction-specific obliteration of the intercellular space, through calcium-independent cell-adhesion activity
*Ermap*	Erythroblast membrane-associated protein	NM_013848	21.59	0.0036	The protein encoded by this gene is a cell surface transmembrane protein that may act as an erythroid cell receptor, possibly as a mediator of cell adhesion
*Gata1*	GATA binding protein 1	NM_008089	29.73	0.0015	Transcriptional activator or repressor which probably serves as a general switch factor for erythroid development
*Gfi1b*	Growth factor independent 1B	NM_008114	20.50	0.0092	Essential proto-oncogenic transcriptional regulator necessary for development and differentiation of erythroid and megakaryocytic lineages
*Kel*	Kell blood group	NM_032540	65.89	0.0010	This gene encodes a type II transmembrane glycoprotein that is the highly polymorphic Kell blood group antigen
*Rhag*	Rhesus blood group-associated A glycoprotein	NM_011269	17.37	0.0001	The protein encoded by this gene is erythrocyte-specific and is thought to be part of a membrane channel that transports ammonium and carbon dioxide across the blood cell membrane
*Slc4a1*	Solute carrier family 4	NM_011403	11.74	0.0067	Major integral membrane glycoprotein of the erythrocyte membrane; required for normal flexibility and stability of the erythrocyte membrane and for normal erythrocyte shape via the interactions of its cytoplasmic domain with cytoskeletal proteins, glycolytic enzymes, and hemoglobin
Cell cycle and mitosis					
*Ccnb1*	Cyclin B1	NM_172301	17.76	< 0.0001	The protein encoded by this gene is a regulatory protein involved in mitosis. The gene product complexes with p34(cdc2) to form the maturation-promoting factor (MPF)
*Cdc25c*	Cell division cycle 25C	NM_009860	12.41	0.0009	Cdc25 activates cdk complexes that drive the cell cycle. Cdc25 is involved in the DNA damage checkpoints and is known as a key mediator of cell cycle progression
*Ckap2* l	Cytoskeleton associated protein 2-like	NM_181589	10.72	0.0030	Microtubule-associated protein required for mitotic spindle formation and cell-cycle progression in neural progenitor cells
Innate immunity					
*Abcg4*	ATP-binding cassette, sub-family G (WHITE), member 4	NM_138955	26.79	0.0035	The protein encoded by this gene is included in the superfamily of ATP-binding cassette (ABC) transporters. May be involved in macrophage lipid homeostasis
*Ccl7*	Chemokine (C-C motif) ligand 7	NM_013654	34.97	0.0013	Chemotactic factor that attracts monocytes and eosinophils, but not neutrophils
Socs1	Suppressor of cytokine signaling 1	NM_009896	11.32	0.0070	This gene encodes a member of the STAT-induced STAT inhibitor (SSI), also known as suppressor of cytokine signaling (SOCS), family. SSI family members are cytokine-inducible negative regulators of cytokine signaling. The expression of this gene can be induced by a subset of cytokines, including IL2, IL3 erythropoietin (EPO), CSF2/GM-CSF, and interferon (IFN)-gamma
*Treml2*	Triggering receptor expressed on myeloid cells-like 2	NM_001033405	10.92	0.0001	Cell surface receptor that may play a role in the innate and adaptive immune response. Acts as a counter-receptor for CD276 and interaction with CD276 on T-cells enhances T-cell activation
*Cd163*	CD163 antigen	NM_053094	0.03	0.0018	The protein encoded by this gene is a member of the scavenger receptor cysteine-rich (SRCR) superfamily, and is exclusively expressed in monocytes and macrophages. It functions as an acute phase-regulated receptor involved in the clearance and endocytosis of hemoglobin/haptoglobin complexes by macrophages, and may thereby protect tissues from free hemoglobin-mediated oxidative damage
Cytotoxicity					
*Gzmb*	Granzyme B	NM_013542	35.66	0.0085	The encoded preproprotein is secreted by natural killer (NK) cells and cytotoxic T lymphocytes (CTLs) and proteolytically processed to generate the active protease, which induces target cell apoptosis. This protein also processes cytokines and degrades extracellular matrix proteins, and these roles are implicated in chronic inflammation and wound healing
*Klrb1a*	Killer cell lectin-like receptor subfamily B member 1A	NM_010737	10.43	0.0083	Plays an inhibitory role on natural killer (NK) cells cytotoxicity. Activation results in specific acid sphingomyelinase/SMPD1 stimulation with subsequent marked elevation of intracellular ceramide. Activation also leads to AKT1/PKB and RPS6KA1/RSK1 kinases stimulation as well as markedly enhanced T-cell proliferation induced by anti-CD3
*Klrc3*	Killer cell lectin-like receptor subfamily C, member 3	NM_021378	11.38	0.0002	KLRC3 is a member of the NKG2 group which are expressed primarily in natural killer (NK) cells and encodes a family of transmembrane proteins characterized by a type II membrane orientation (extracellular C terminus) and the presence of a C-type lectin domain
*Klrd1*	Killer cell lectin-like receptor, subfamily D, member 1	NM_010654	16.33	0.0067	Several genes of the C-type lectin superfamily, including members of the NKG2 family, are expressed by NK cells and may be involved in the regulation of NK cell function. Plays a role as a receptor for the recognition of MHC class I HLA-E molecules by NK cells and some cytotoxic T-cells
*Ncr1*	Natural cytotoxicity triggering receptor 1	NM_010746	16.97	0.0084	Cytotoxicity-activating receptor that may contribute to the increased efficiency of activated natural killer (NK) cells to mediate tumor cell lysis
Miscellaneous					
*Hist1h3g*	Histone cluster 1, H3g	NM_145073	18.90	0.0075	Core component of nucleosome
*Htr7*	5-Hydroxytryptamine (serotonin) receptor 7	NM_008315	12.53	< 0.0001	Serotonin 5-HT7 receptors are located primarily in the thalamus, hypothalamus and hippocampus. The function of these receptors includes the regulation of circadian rhythms, thermoregulation, learning and memory and smooth muscle relaxation
*Nxpe5*	Neurexophilin and PC-esterase domain family, member 5	NM_001013773	22.61	0.0089	Unknown

Furthermore, a group of five genes encoding proteins, known to be involved in cellular cytotoxicity, such as *Gzmb* encoding granzyme B (36-fold), *Ncr1* encoding the natural cytotoxicity triggering receptor 1, and *Klrb1a*, *Klrc3*, and *Klrd1* encoding three different killer cell lectin-like receptors, were upregulated by > tenfold (Table 1). 

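All 5 of these genes were called higher in both vaccinated and non-vaccinated mice, and none differed by more than 3-fold between the Vd4 and the Nd4 group, with log2 differences from 0.23 to 0.98. Gzmb (chromosome 14, 56877693 to 56881097, minus strand) rose 36.4-fold in vaccinated mice (standard error 0.24 on the log2 scale, adjusted p = 2.49e-07 by limma) and 24.7-fold in non-vaccinated mice (adjusted p = 1.05e-06), with a difference of responses of 0.56 (adjusted p = 0.399). Ncr1 (chromosome 7, 4289326 to 4296766, plus strand) rose at least 13.0-fold and at least 10.9-fold (log2 difference of responses 0.61, adjusted p = 0.511). Klrb1a (chromosome 6, 128559245 to 128572952, minus strand) rose at least 2.43-fold and at least 1.65-fold, and Klrd1 (chromosome 6, 129541800 to 129548793, plus strand) at least 11.1-fold and at least 7.06-fold. The calls of both, and those of Klrc3 below, were lost with normexp background. The Klrb1a and Klrd1 differences of responses of 1.18 and 0.78 (adjusted p = 0.134 and 0.202) passed only without Nd0 replicate 3 (1.55, adjusted p = 0.0196) and without Vd0 replicate 1 (1.04, adjusted p = 0.0429), respectively. Klrc3 (chromosome 6, 129588711 to 129593355, minus strand) rose at least 3.20-fold and at least 1.56-fold, and its difference of responses of 1.07 (adjusted p = 0.0180) did not pass without Nd0 replicate 2 (log2 0.96) or without Nd4 replicate 2 (log2 0.94), nor with normexp background, the 75th percentile scaling or the slide as a block. Klrb1a and Klrc3 lay well above background on no array of day 0, which leaves the size of their differences of responses uncertain.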

Remarkably, among the six genes significantly upregulated by > tenfold in the liver in both Vd4 and Nd4 groups (Additional file 1: Table S7), one gene, *Klrg1*, encoding the killer cell lectin-like receptor subfamily G, was overexpressed by at least 100% in the Vd4 group compared to the Nd4 group, i.e., 39.5-fold vs. 14.4-fold.

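Klrg1 (chromosome 6, 122220614 to 122232900, minus strand) did not lie well above background on any array of day 0. Against these it was at least 20.8-fold higher in the Vd4 group (fitted log2 change 5.44, standard error 0.39, adjusted p = 2.57e-06 by limma) and at least 11.1-fold higher in the Nd4 group (fitted log2 change 3.92, adjusted p = 5.15e-05, a call lost with normexp background and with the slide as a block). Compared directly, its log2 signal of 8.11 ± 0.27 (SD, n = 3) in the Vd4 group was 1.72-fold that of 7.32 ± 0.11 in the Nd4 group (adjusted p = 0.235). The fitted difference of responses, of uncertain size for lack of signal on day 0, was 1.53 on the log2 scale (standard error 0.55, adjusted p = 0.159).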

Another group of genes in Table 1 includes the 3 genes *Ccbn1*, *Cdc25c*, and *Ckap 21* that were upregulated between 10- and 18-fold, and are known to be involved in cell cycle control including mitosis (Table 1). 

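Ccnb1 (chromosome 13, 101548605 to 101556525, minus strand) rose 13.2-fold in vaccinated mice (adjusted p = 4.00e-06 by limma) and 2.78-fold in non-vaccinated mice (adjusted p = 0.00352). Its log2 signal was 9.82 ± 0.09 in the Vd4, 8.92 ± 0.12 in the Nd4, 6.10 ± 0.43 in the Vd0 and 7.44 ± 0.61 in the Nd0 group (SD, n = 3 each). The difference of responses of 2.24 (standard error 0.40, adjusted p = 0.0183) thus comprised 0.90 on day 4 and -1.34 on day 0, neither of which was called (adjusted p = 0.0757 and 0.0994). It did not pass without Nd4 replicate 1 (2.20, adjusted p = 0.0502) or without Nd4 replicate 3 (2.22, adjusted p = 0.0519), nor with the slide as a block (2.11, adjusted p = 0.114). Cdc25c rose at least 5.05-fold in vaccinated and at least 2.57-fold in non-vaccinated mice, with a difference of responses of 2.22 (adjusted p = 0.00800) that did not pass with the slide as a block. On day 0 it lay well above background on 0 of 3 Vd0 and 1 of 3 Nd0 arrays, so that the size of this difference is uncertain. Ckap2l rose at least 2.67-fold and at least 1.89-fold (log2 difference of responses 1.35, adjusted p = 0.182). Normexp background removed the calls of Cdc25c and Ckap2l in vaccinated mice.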

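Of 22 genes, comprising Bub1, Plk1, Mki67 and others of Table 2, 22 were called higher in the Vd4 than in the Vd0 group, and 21 in the Nd4 than in the Nd0 group. With 12 genes at their bounds the log2 changes ran from 2.00 to 4.07 in vaccinated mice, and with 7 at their bounds from 0.82 to 2.48 in non-vaccinated mice. The latter calls were less firm, 15 being lost with normexp background and 10 with the slide as a block, against 8 and 0 of the former. For all 22, each Vd4 array lay above each Nd4 array, by 0.55 to 1.51 on the log2 scale in the mean, but none differed by more than 3-fold. The difference of responses passed limma's test for 16 of the 22 (log2 1.11 to 2.24), of which 7 were lost with normexp background and 15 with the slide as a block. On day 0, 10 of the 22 lay well above background on all arrays. These 10 were lower in vaccinated mice, with log2 differences from -1.21 to -0.17, and 7 had each Vd0 array below each Nd0 array, where chance gives 10% for this order or its reverse.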

Table 2 also shows 22 genes extracted from Additional file 1: Table S6, whose expression is significantly upregulated by > tenfold in the Vd4 group and, concomitantly, by at least 100% more than the corresponding genes significantly expressed in the Nd4 group. 

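The 21 cell cycle and mitosis genes of Tables 1 and 2 rose by a mean log2 of 3.77 in vaccinated and 2.00 in non-vaccinated mice. Their responses differed by 1.77 (standard error 0.24), with 21 of 21 genes higher (adjusted p = 7.39e-05 over 11 lists by fry, limma's rotation test). Adjusted over the list alone 21 genes passed and adjusted over all genes 16, but the list was selected on these samples, and the former is not independent evidence. For 17 cell cycle genes outside the tables, among them Aurka, Ccna2 and Top2a, the responses were 3.25 and 1.60 and the difference 1.65 (standard error 0.17, adjusted p = 4.78e-05, and 1.22 with normexp background). Of this difference 0.74 lay between the groups of day 4, and the remainder on day 0. It passed for 16 of the 17 genes adjusted over the list alone and for 15 adjusted over all genes. Both calls held with camera at an estimated correlation.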

Conspicuously, 15 of these 22 genes are apparently involved in mitosis, particularly in the formation and function of the mitotic spindle. The two genes *Prr11* and *Sapcd2* are critically involved in cell cycle progression. 

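Prr11 (chromosome 11, 86902655 to 86922210, minus strand) rose at least 8.39-fold in vaccinated mice and at least 4.43-fold in non-vaccinated mice, with a log2 difference of responses of 1.46 (adjusted p = 0.0126 by limma). Sapcd2 rose 11.6-fold and 3.08-fold, with a difference of 1.92 (adjusted p = 0.00766). With the slide as a block the adjusted p of these differences was 0.0830 and 0.0759. Normexp background removed the calls of Prr11 in both and of Sapcd2 in non-vaccinated mice, and the latter was also lost without Nd0 replicate 1 (log2 1.38) and without Nd4 replicate 2 (1.55). On day 4 Prr11 was 1.52-fold and Sapcd2 1.86-fold higher in vaccinated mice.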

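Klrb1f (chromosome 6, 128995919 to 129007489, plus strand) was at least 6.51-fold higher in the Vd4 than in the Vd0 group and at least 4.48-fold higher in the Nd4 than in the Nd0 group, calls that normexp background removed. It was 1.46-fold higher in the Vd4 than in the Nd4 group (adjusted p = 0.443 by limma), and its difference of responses was 1.11 on the log2 scale (standard error 0.57, adjusted p = 0.323).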

The gene *Klrb1f* encodes a killer cell lectin-like receptor, which plays an inhibitory role in NK cell cytotoxicity. *Birc5* is still remarkable because it codes for a negative regulatory protein preventing apoptotic cell death.

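Birc5 (chromosome 11, 117710565 to 117717069, plus strand) rose 12.8-fold in vaccinated mice (log2 change 3.68, standard error 0.19) and 3.04-fold in non-vaccinated mice by its brightest probe. In vaccinated mice 2 other probes rose 16.5-fold and at least 1.60-fold. The call in non-vaccinated mice lay close to the threshold and was lost with the 75th percentile scaling (log2 1.53), with normexp background (1.54), with the slide as a block (1.52), without Nd0 replicate 1 (1.46) and without Nd4 replicate 2 (1.57). The difference of responses was 2.08 (standard error 0.27, adjusted p = 0.00675 by limma), of which 0.88 lay on day 4 and -1.20 on day 0, and did not pass with the slide as a block (adjusted p = 0.0759).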

**Table 2:** Hepatic expression of genes up-regulated by more than tenfold (p < 0.01) at Vd4 and by 100% more than at Nd4

Gene	Gene description	RefSeq ID	Vd4 vs. Vd0	*p* value	Nd4 vs. Nd0	*p* value	Function (annotated according to www.genecards.org)
Mitosis							
*Bub1*	Budding uninhibited by benzimidazoles 1 homolog	NM_009772	20.11	0.0049	5.88	0.0021	Serine/threonine-protein kinase that performs two crucial functions during mitosis: it is essential for spindle-assembly checkpoint signaling and for correct chromosome alignment
*Espl1*	Extra spindle poles-like 1	NM_001014976	12.35	0.0013	4.98	0.0020	Caspase-like protease, which plays a central role in the chromosome segregation by cleaving the SCC1/RAD21 subunit of the cohesin complex at the onset of anaphase
*Mki67*	Antigen identified by monoclonal antibody Ki 67	NM_001081117	13.08	0.0004	4.29	0.0014	Required to maintain individual mitotic chromosomes dispersed in the cytoplasm following nuclear envelope disassembly
*Mxd3*	Max dimerization protein 3	NM_016662	10.52	0.0031	3.84	0.0066	This gene encodes a member of the Myc superfamily of basic helix-loop-helix leucine zipper transcriptional regulators. The encoded protein forms a heterodimer with the cofactor MAX which binds specific E-box DNA motifs in the promoters of target genes and regulates their transcription
*Ndc80*	NDC80 homolog, kinetochore complex component	NM_023294	11.19	0.0004	4.74	0.0005	Acts as a component of the essential kinetochore-associated NDC80 complex, which is required for chromosome segregation and spindle checkpoint activity
*Nusap1*	Nucleolar and spindle associated protein 1	NM_133851	14.19	0.0002	4.89	0.0005	NUSAP1 is a nucleolar-spindle-associated protein that plays a role in spindle microtubule organization
*Plk1*	Polo-like kinase 1	NM_011121	14.14	0.0035	4.13	0.0018	Serine/threonine-protein kinase that performs several important functions throughout M phase of the cell cycle, including the regulation of centrosome maturation and spindle assembly, the removal of cohesins from chromosome arms, the inactivation of anaphase-promoting complex/cyclosome (APC/C) inhibitors, and the regulation of mitotic exit and cytokinesis
*Prc1*	Protein regulator of cytokinesis 1	NM_145150	15.38	< 0.0001	4.28	0.0003	The protein is present at high levels during the S and G2/M phases of mitosis but its levels drop dramatically when the cell exits mitosis and enters the G1 phase
*Racgap1*	Rac GTPase-activating protein 1	NM_001253809	12.67	0.0042	3.83	0.0003	Component of the centralspindlin complex that serves as a microtubule-dependent and Rho-mediated signaling required for the myosin contractile ring formation during the cell cycle cytokinesis
*Ska1*	Spindle and kinetochore associated complex subunit 1	NM_025581	23.19	0.0004	5.46	0.0039	Component of the SKA1 complex, a microtubule-binding subcomplex of the outer kinetochore that is essential for proper chromosome segregation
*Ska3*	Spindle and kinetochore associated complex subunit 3	NM_198605	15.24	0.0027	4.68	0.0013	This gene encodes a component of the spindle and kinetochore-associated protein complex that regulates microtubule attachment to the kinetochores during mitosis
*Ticrr*	TOPBP1-interacting checkpoint and replication regulator	NM_029835	14.22	0.0008	4.66	0.0093	Regulator of DNA replication and S/M and G2/M checkpoints. Regulates the triggering of DNA replication initiation via its interaction with TOPBP1 by participating in CDK2-mediated loading of CDC45L onto replication origins
*Tpx2*	TPX2, microtubule-associated protein homolog	NM_028109	16.11	0.0032	4.28	0.0011	Spindle assembly factor required for normal assembly of mitotic spindles. Required for normal assembly of microtubules during apoptosis
*Ube2c*	Ubiquitin-conjugating enzyme E2C	NM_026785	12.49	< 0.0001	4.32	0.0010	Essential factor of the anaphase promoting complex/cyclosome (APC/C), a cell cycle-regulated ubiquitin ligase that controls progression through mitosis
Cell cycle/cell signaling							
*Klrb1f*	Killer cell lectin-like receptor subfamily B member 1F	NM_153094	10.63	0.0005	5.32	0.0003	Plays an inhibitory role on natural killer (NK) cells cytotoxicity. Activation results in specific acid sphingomyelinase/SMPD1 stimulation with subsequent marked elevation of intracellular ceramide
*Birc5*	Baculoviral IAP repeat-containing 5	NM_009689	16.68	0.0005	3.47	0.0006	This gene is a member of the inhibitor of apoptosis (IAP) gene family, which encode negative regulatory proteins that prevent apoptotic cell death
*Cd7*	CD7 antigen	NM_009854	13.52	0.0022	4.54	0.0005	Plays an essential role in T-cell interactions and also in T-cell/B-cell interaction during early lymphoid development
*Kif11*	Kinesin family member 11	NM_010615	11.80	0.0065	3.62	0.0077	Motor protein required for establishing a bipolar spindle during mitosis
*Prr11*	Proline rich 11	NM_175563	12.13	0.0001	4.52	0.0001	Plays a critical role in cell cycle progression
*Sapcd2*	Suppressor APC domain containing 2	NM_001081085	11.96	0.0001	3.30	0.0040	Plays a critical role in cell cycle progression
Miscellaneous							
*Iqgap3*	IQ motif containing GTPase activating protein 3	NM_001033484	16.36	0.0002	3.88	0.0019	Unknown
*Raet1c*	Retinoic acid early transcript gamma	NM_009018	15.69	0.0001	4.83	0.0011	Unknown

Among the four genes involved in innate immunity, expression of the suppressor of cytokine signaling 1, *Socs1*, was upregulated approximately by 11-fold (Table 1). 

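Socs1 (chromosome 16, 10783901 to 10785629, minus strand) rose 11.0-fold in vaccinated mice (log2 change 3.45, standard error 0.16, adjusted p = 2.41e-07 by limma). Of the other genes named under innate immunity, Ccl7 rose 37.6-fold in vaccinated and 16.6-fold in non-vaccinated mice, and Treml2 at least 8.06-fold and at least 5.17-fold by the brighter of its probes and at least 2.49-fold and at least 2.05-fold by the other.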

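Cd163 (chromosome 6, 124254669 to 124280545, plus strand) lay well above background on all arrays of day 0 and on none of day 4. It was at least 8.28-fold lower in the Vd4 than in the Vd0 group (fitted log2 change -5.15, standard error 0.21, adjusted p = 1.56e-07 by limma) and at least 8.02-fold lower in the Nd4 than in the Nd0 group (fitted log2 change -4.81, adjusted p = 6.25e-07), with a difference of responses of -0.33 (adjusted p = 0.600). Both calls were lost with normexp background, whose offset compresses the folds of dim genes, so this loss does not count against the fall. By fitted log2 changes, 3 further genes fell by more than 10-fold in both groups. These were Cd209f (-5.60 in vaccinated and -4.49 in non-vaccinated mice), Kcnj16 (-3.69 and -4.78) and Cd209g (-3.56 and -4.05). Counted by their bounds, 2 genes fell by more than 10-fold in each.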

*Cd163* is the only gene whose expression was significantly downregulated by > tenfold in the Vd4 group (Table 1; Fig. 3).

**Fig. 3:**
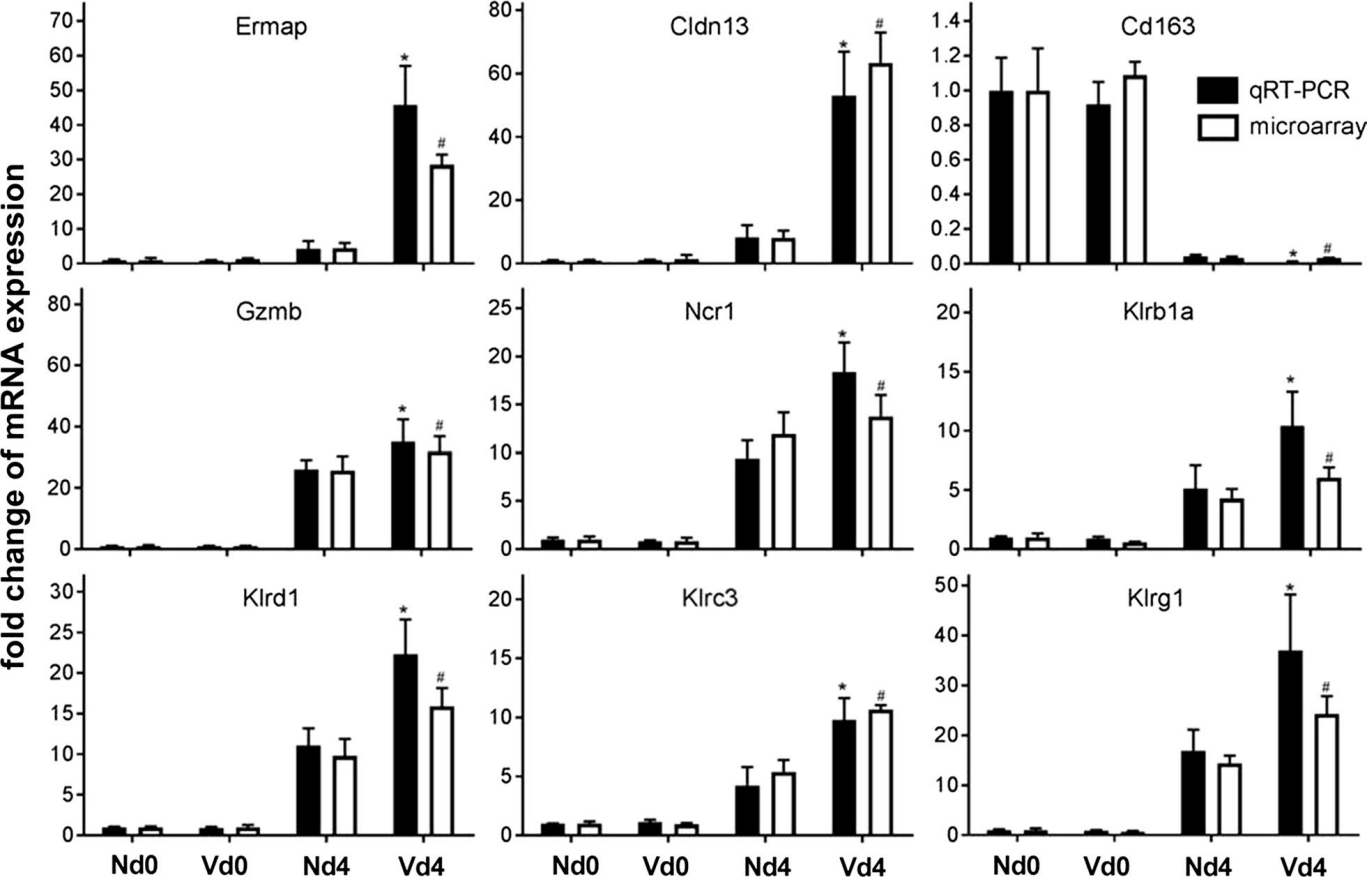
Quantitative PCR of mRNAs in the liver of Balb/c mice in comparison with the microarray data. Livers were isolated from three vaccinated mice before infection with *Plasmodium chabaudi* on day 0 pi (Vd0 group), from three vaccinated mice after infection on day 4 pi (Vd4 group), and from three non-vaccinated mice at Nd0 group and at Nd4 group. Means of duplicate determinations, performed with liver aliquots from three different mice, with half SEM. Stars and hashtags indicate significant differences (p < 0.01) between Vd4 and Vd0 groups as revealed by qRT-PCR and microarrays, respectively

Finally, quantitative PCR was used to reexamine the expression of some of the genes, which were identified to be expressed by > tenfold in the Vd4 group in the microarrays, particularly *Ermap*, *Cldn13*, *Cd163*, *Gzmb*, *Ncr1*, *Klrb1a*, *Klrd1*, *Klrc3*, and *Klrg1*. Figure 3 shows that the constitutive expression of these genes was not significantly affected by protective vaccination. However, early patent infections of *P. chabaudi* significantly changed the expression of these genes in the Vd4 group, which is comparable with the result of the microarrays.

### LincRNAs expressed in vaccination-protected mice

There is increasing evidence that long non-coding (lnc)RNAs including long intergenic non-coding (linc)RNAs are critical for the course and outcome of different diseases, including diverse liver diseases [30]. These non-coding RNAs range in size between 200 bp and ~ 100 kb. LincRNAs do not overlap with annotated coding regions *per definitionem*, though an increasing number of lincRNAs has been recently identified to contain small open reading frames coding for small functional peptides [31]. Moreover, lincRNAs are widely transcribed in mammalian cells, though at lower levels and in a more cell-type specific manner than mRNA [32–34]. The used microarrays contain 16,251 lincRNA probes and have been evaluated for lincRNA expression using the same stringent conditions as those used for mRNAs. Early patent infections of *P. chabaudi* blood-stage malaria induce changes in the expression of lincRNAs, which differ significantly (p < 0.01) between vaccination-protected and non-protected non-vaccinated mice (Fig. 4). 

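Of the 2284 lincRNAs tested, 31 were called higher and 5 lower in the Vd4 group, and 14 higher and 4 lower in the Nd4 group. The t-test of the methods after adjustment moved these counts most, to 1 higher and 0 lower in the Vd4 and 0 either way in the Nd4 group, and normexp background gave 7 and 5 higher. The response differed between vaccinated and non-vaccinated mice by limma's test for 8 lincRNAs upwards and 8 downwards, and for 16 and 50 without adjustment of p. With the slide as a block 1 and 0 passed, and without Nd4 replicate 3 the downward count was 1. Between the Vd4 and the Nd4 group, 1 lincRNA was called higher and 0 lower, and 2 and 2 at an unadjusted p.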

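Called in vaccinated mice only were 20 lincRNAs upwards and 4 downwards. All 20 of the former also rose in non-vaccinated mice, 13 of them by more than 2-fold, and 4 had a stronger response in vaccinated mice by the test of the difference of responses. Of the 4 downward ones, 3 also fell in non-vaccinated mice and 1 passed the test of the difference.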

In vaccination-protected mice, 7 lincRNAs are downregulated and 19 lincRNAs are upregulated by > threefold (Additional file 1: Table S8), among which one lincRNA is upregulated by > tenfold. In addition, 13 lincRNAs are upregulated in the Vd4 group in common with the Nd4 group and 1 lincRNA is downregulated (Additional file 1: Table S9).

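In both vaccinated and non-vaccinated mice, 11 lincRNAs were called higher and 1 lower, and 1 of the 11 had a stronger response in vaccinated mice. Leaving out 1 array at a time, the upward count lay between 7, without Nd0 replicate 1, and 13, without Nd0 replicate 3.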

**Fig. 4:**
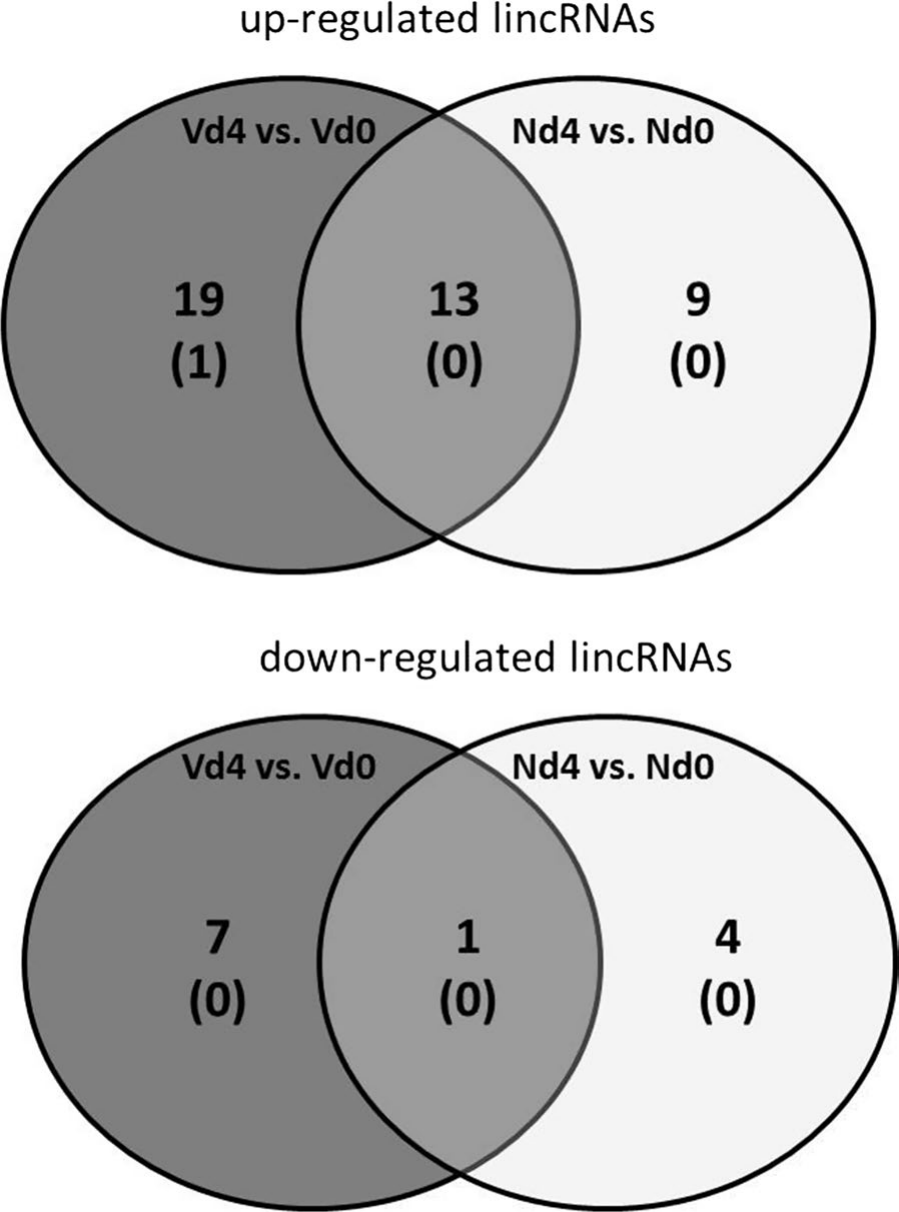
Number of lincRNAs with expressions changed by > threefold (p < 0.01) in the liver of non-vaccinated (N) and vaccinated mice (V) infected with *Plasmodium chabaudi* on day 4 pi in relation to their constitutive expression in the Nd0 and Vd0 groups, respectively. Numbers in brackets indicate the lincRNAs with > tenfold changed expressions

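The lincRNA on chromosome 10 from 117021051 to 117038683 (forward strand, 17633 bp) overlaps the pseudogene Kifc5c-ps in the mm9 annotation and has 5 probes. By its brightest probe it was at least 6.13-fold higher in the Vd4 than in the Vd0 group (adjusted p = 0.000102 by limma) and at least 2.36-fold higher in the Nd4 than in the Nd0 group (adjusted p = 0.0152). It was 2.03-fold higher in the Vd4 than in the Nd4 group (adjusted p = 0.0809), and 1.57-fold to 1.85-fold by the other probes. The lincRNA on chromosome 2 that starts at 84344350 (reverse strand, 25726 bp) overlaps the processed transcript Gm13710 on the same strand. Its brightest probe rose 1.16-fold in vaccinated mice and was 1.14-fold higher in the Vd4 than in the Nd4 group, whereas 3 dim probes were at least 5.40-fold, 5.67-fold and 5.32-fold higher in the Vd4 than in the Vd0 group. By these 3 probes it was 1.98-fold, 2.46-fold and 2.85-fold higher in the Vd4 than in the Nd4 group (adjusted p = 0.374, 0.0322 and 0.0103).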

Remarkably, the two lincRNA species lincRNA:chr10:117021051-117038683 forward strand and lincRNA:chr2:84344350-843770075 reverse strand are more highly expressed in the Vd4 group (by > 100%) than in the Nd4 group. 

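In non-vaccinated mice only, 3 lincRNAs were called higher and 3 lower. Of the 3 higher ones, 1 had a weaker response in vaccinated mice by the test of the difference of responses, and of the 3 lower ones 0 differed by that test.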

LincRNA species that are significantly up- and down-regulated in non-vaccinated mice in the Nd4 group (Additional file 1: Table S9) differ from those identified in vaccination-protected mice in the Vd4 group. Annotated functions are not yet available for any of these differentially regulated lincRNAs.

## Discussion

This study provides evidence that the hepatic response in terms of mRNA and lincRNA expression, to *P. chabaudi* blood-stage malaria at early patency differs between vaccination-induced healing infections and lethal infections in non-vaccinated mice. In particular, 24 genes are altered by > tenfold at p < 0.01 in the liver of vaccination-protected mice. In addition, there are 22 genes > tenfold expressed in vaccination-protected mice which are at least 100% higher induced than the corresponding genes significantly expressed in non-vaccinated mice. These data indicate that, at early patency, critical processes occur in the liver, which may contribute to vaccination-induced survival of blood-stage infections.

One of these processes may be extramedullary erythropoiesis in the liver. Indeed, approximately one-third of the 23 genes induced in vaccination-protected mice by > tenfold are erythroid-associated genes, encoding the Kell blood group, the Rhesus blood group-associated glycoprotein A, extrinsic and intrinsic membrane proteins such as ERMAP, SLC4A1 (band 3), and glycophorin A, as well as the transcription factors GATA1 and GFI1b, which are key regulators of erythroid development [28]. These genes were not identified to be significantly (p < 0.01) expressed in non-vaccinated mice, except for *Ermap*, which was induced only by about fivefold in the Nd4 group (Additional file 1: Table S1).

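The 8 erythropoiesis genes of Table 1 rose by a mean log2 of 4.32 (standard error 0.20) in vaccinated and 2.09 in non-vaccinated mice. These responses differed by 2.23 (standard error 0.28, adjusted p = 7.39e-05 over 11 lists by fry), and 7 genes passed adjusted over the list alone and 4 over all genes. This list was selected on these samples, and Ermap entered it by its brightest probe, which did not rise in vaccinated mice, unlike its other probes. For 15 erythroid genes outside Table 1, of 18 written down beforehand, the responses were 1.89 and 0.51 and the difference 1.38 (standard error 0.15, adjusted p = 4.78e-05, and 0.79 with normexp background), with 12 of 15 genes higher. Adjusted over the list alone 11 passed and over all genes 10. Of these, Klf1 was 4.75-fold higher in the Vd4 than in the Nd4 group (adjusted p = 0.000545 by limma). Camera at an estimated correlation kept both calls.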

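In non-vaccinated mice, 4 of the 8 erythropoiesis genes of Table 1 (Ahsp, Kel, Cldn13 and Gata1) were called higher on day 4, calls that the slide as a block removed for Ahsp, Cldn13 and Gata1. Normexp background removed 3 of these 4 calls. The 2 dim probes of Ermap rose at least 2.63-fold and at least 2.04-fold in non-vaccinated mice (adjusted p = 0.00197 and 0.000328 by limma). Directly between the groups of day 4, 6 of the 8 genes were called higher in vaccinated mice, with a median fitted log2 difference of 2.53 over the 8 (2.42 with Rhag at its bound), and Ermap was 6.61-fold and 6.41-fold higher by the dim probes (adjusted p = 0.00483 and 0.00286). The slide block removed 5 of these 6 calls. From the erythroid genes among those induced in vaccinated mice, the paper proposes that extramedullary erythropoiesis in the liver is among the processes accelerated by vaccination.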

Extramedullary erythropoiesis in the liver of vaccination-protected mice has been recently shown to occur towards the end of the crisis phase on day 11 pi [28]. Crisis is characterized by much higher expression of erythroid-associated genes than that described here at early patency on day 4 pi For instance, the genes *Ermap*, *Slca1*, *Gata1*, and *Gfi1b* are expressed by > 100-fold at crisis. As previously shown under identical experimental conditions, crisis in vaccination-protected mice is also characterized by a dramatic decrease in peripheral *P. chabaudi*-parasitized erythrocytes and, concomitantly, in a dramatic increase in the number of peripheral reticulocytes, the latter being impaired in non-vaccinated mice [18].

Incidentally, reticulocytes are not the preferred host cells for *P. chabaudi* [35]. At early patency, however, *P. chabaudi*-parasitized erythrocytes only begin to appear in the peripheral blood [18]. The number of peripheral reticulocytes is still very low and not yet essentially changed [18]. These data suggest: (1) that extramedullary erythropoiesis occurring in the liver at early patency of the malaria blood-stage infections is still in an early state: and, (2) that extramedullary erythropoiesis in the liver is apparently accelerated in vaccination-protected mice in comparison to non-vaccinated mice.

There is evidence indicating that stress, including psychological stress, chemicals, and diverse viral and bacterial infections, can induce extramedullary erythropoiesis in several organs, particularly in the spleen, of mice and even humans [36–46]. Even endo- and ecto-parasites such as ticks [47] or *Trypanosoma congolense* [48] are able to induce extramedullary erythropoiesis in the spleen of their hosts. Remarkably, the latter has been found to be associated with increased expression of the apparent mouse-specific gene, *Cldn13*, encoding the most abundant claudin of the 26-membered claudin family in the spleen [49, 50]. Claudins are the main constituents of tight junctions; however, CLDN13 has been predicted to be localized on the surface of erythroblasts in the spleen [48]. Previously, a massively upregulated expression of *Cldn13* by > 100-fold has been found towards the end of the crisis phase of *P. chabaudi* blood-stage infections in vaccination-protected mice and it was therefore suggested that *Cldn13* is locally expressed in/around erythroblast islands in the liver [28]. The present data would then indicate that *Cldn13* is already expressed at early extramedullary erythropoiesis in the liver of vaccination-protected mice. 

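The log2 signal of Cldn13 was 7.97 ± 0.06 in the Vd4 and 5.01 ± 0.35 in the Nd4 group (SD, n = 3 each), well above background on all 6 arrays. On day 0 it was 2.30 ± 1.13 in the Vd0 and 1.91 ± 0.42 in the Nd0 group, and 0 of these 6 arrays lay well above background.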

Another gene possibly involved in liver erythropoiesis may be *Cd163*, which is the only gene found to be downregulated by > tenfold, since the encoded transmembrane scavenger receptor CD163 on the surface of Kupffer cells has been described to serve not only in clearance and endocytosis of haemoglobin/haptoglobin complexes [51–53], but also as an adhesion factor for erythroblasts in erythroblastic islands [53, 54].

An increase in killer cells, i.e., NK cells, NKT cells, and cytolytic CD8^+^ cells [55], may also occur in the liver of vaccination-induced healing infections at early patency. This view is supported by the present finding that the granzyme b gene *Gzmb*, the natural cytotoxicity-triggering receptor 1 gene *Ncr1*, and the killer cell lectin–lectin like receptor genes *Klrb1a*, *Klrc3*, *Klrd1*, and *Klrg1* are massively upregulated by > tenfold in vaccination-protected mice. 

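The 6 genes together rose by a mean log2 of 4.29 in vaccinated and 3.34 in non-vaccinated mice, with a difference of responses of 0.95 (standard error 0.28, adjusted p = 0.00738 over 11 lists by fry). Adjusted over the list alone 4 passed and over all genes 1, though the genes were selected on these samples. For 14 NK and cytotoxicity genes outside the tables, among them Prf1, Gzma and Nkg7, the responses were 2.92 and 2.37 and the difference 0.56 (standard error 0.20, adjusted p = 0.0172), with 12 of 14 genes higher, 5 passing over the list alone and 2 over all genes. This call did not hold with camera at an estimated correlation or with the slide as a block (log2 0.48), whereas that for the 6 genes held with camera. With the mean signals of pancreatic and muscle genes as covariates, the call for the 14 genes was also lost (0.52). On day 4 the second list lay 0.44 higher in vaccinated mice.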

KLRs, GZMB inducing apoptosis in target cells via the caspase-mediated apoptotic pathway, and NCR1 are known to be predominantly expressed on NK cells, though NCR1 is also expressed on type 1 innate lymphoid cells [56–59]. The increased mRNA levels encoded by *Klrs*, *Gzmb*, *and Ncr1* might be interpreted as to be due to an immigration of peripheral c(conventional)NK cells [55] from circulation into the liver. On the other hand, however, the major lymphocyte population in the liver is presumably another subset of NK cells, namely liver-resident NK cells developing from progenitor cells in the liver [55]. Increasing evidence indicates that the liver-resident NK cell subset differs in phenotype and function from cNK cells [55, 60], though both NK cell subsets produce about the same high levels of GZMB [59]. In contrast to the CD49a^−^DX5^+^cNK cells, the liver-resident NK cells are CD49a^+^DX5^−^ and even differ, also in terms of gene expression signatures, from cNK cells and other tissue-resident NK cells, as e.g. those distinct lineages of NK cells occurring in spleen, thymus, and uterus [61]. Thus, it is more attractive to speculate that the upregulated mRNA levels of the different NK cell markers found here to be induced by blood-stage malaria in the liver of vaccination-protected mice may reflect an intra-hepatic accelerated generation of liver-resident NK cells.

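Markers described for liver-resident NK cells and type 1 innate lymphoid cells, a list of 10 genes with Itga1, Cxcr6 and Tnfsf10, rose by a mean log2 of 1.23 in vaccinated and 1.08 in non-vaccinated mice. Between the responses lay 0.15 (standard error 0.19, adjusted p = 0.511 over 11 lists by fry), with 7 of 10 genes higher and 1 gene passing. For 8 of 11 conventional NK markers, with Eomes and S1pr5, the responses were 2.15 and 1.78 and the difference 0.37 (standard error 0.16, adjusted p = 0.0818), which passed, by p without adjustment, with normexp background (log2 0.31) and with no filter on dim probes (0.59). Leaving out 1 array at a time changed in 4 fits whether this list passed. Conventional exceeded liver-resident markers in the difference by 0.22 (standard error 0.18). Bulk liver RNA does not separate cell numbers from expression per cell.

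**Figure D3:**
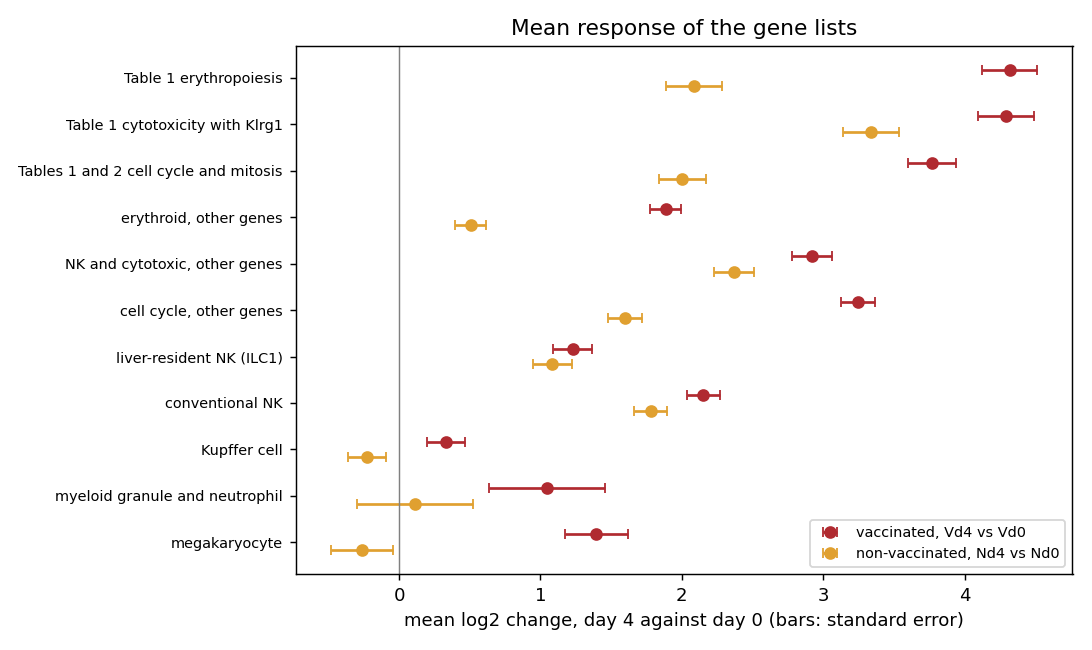
Mean log2 change from day 0 to day 4 over the genes of 11 lists in vaccinated and non-vaccinated mice, with bars for the standard error. The erythroid and cell cycle lists lie further apart (1.38 and 1.65 for the genes outside the tables) than the liver-resident NK list (0.15).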

Liver-resident NK cells have been described to exert numerous functions, but their predominant function is killing of target cells using different apoptotic pathways [55, 60, 62]. For instance, NK cells kill myofibroblasts, which are known to induce liver fibrosis, thus limiting the spread of fibrosis in the liver [62]. There is evidence that NK cells are also able to kill *Plasmodium*-parasitized erythrocytes thus contributing to protection from murine and human malaria [63–67]. It is therefore plausible to assume that NK cells attack *P. chabaudi*-infected erythrocytes in the liver thus transforming the normally tolerogenic milieu of the liver to an increasingly hostile parasite environment, at least at early patency when *P. chabaudi*-infected erythrocytes begin to appear in the peripheral blood. Remarkably, an increased NK cell activity, in terms of the here found upregulated genes of NK cell markers, has not been previously observed towards the end of the crisis phase in vaccination-protected mice when there is a massive appearance of reticulocytes in the peripheral blood [28]; concomitantly, the liver has been shown to dramatically increase its uptake of particulate material [18] including *P. chabaudi*-parasitized erythrocytes [68]. Thus, it is possible that the increased generation of NK cells in the liver of vaccination-protected mice at early patency may not fortuitously correlate with early erythropoiesis in the liver.

Indeed, a recent report described that murine *Cytomegalovirus* (MCMV) infections induce extramedullary haematopoiesis in the spleen with a dominance of the red blood cell lineage [62]. The development of this extramedullary haematopoiesis requires the cytotoxic function of NK cells rather than their cytokine production. This cytotoxic activity of NK cells is obviously responsible for confining virus spread, thereby protecting extramedullary haematopoietic niches and facilitating extramedullary haematopoiesis, which otherwise is suppressed by MCMV [69]. Depression of cytokine signaling in the liver of vaccination-protected mice at early patency is indicated by a dramatic decline in the expression of *Ifnγ* and *Tnfα* [18]. This is predictable because the expression of *Socs1* encoding the suppressor of cytokine signaling is increased by > tenfold in the liver of vaccination-protected mice, but not in non-vaccinated mice at early patency. It is, therefore, possible that *Socs1* is critically involved in the accelerated generation of liver-resident killer cells, particularly NK cells.

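The log2 signal of Socs1 was 7.19 ± 0.10 in the Vd0 and 10.65 ± 0.33 in the Vd4 group, and 7.15 ± 0.12 in the Nd0 and 11.47 ± 0.16 in the Nd4 group (SD, n = 3 each). In non-vaccinated mice it thus rose 19.9-fold (log2 change 4.32, adjusted p = 2.41e-07 by limma). On day 4 it was 1.77-fold lower in vaccinated mice (log2 difference -0.82, adjusted p = 0.0138), and the difference of responses was -0.86 (standard error 0.22, adjusted p = 0.0692), which passed without Vd4 replicate 3 (-1.05, adjusted p = 0.0188). Ifng rose 15.3-fold in vaccinated and 19.3-fold in non-vaccinated mice, and Tnf 3.78-fold and 5.20-fold.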

Accelerated extramedullary erythropoiesis and generation of killer cells in the liver may also explain why the present study identified a group of genes known to be involved in cell cycle regulation and especially mitosis i.e., *Ccbn1*, *Cdc25c*, and *Ckap 21*, at early patency in the liver of vaccination-protected mice. Additionally, the vast majority of the > tenfold expressed 22 genes, which are at least 100% higher induced in vaccination-protected mice than the corresponding genes significantly expressed in non-vaccinated mice, is known to be involved in mitosis and cell cycle control. Even erythroblast enucleation during erythroid development can be regarded as an asymmetric mitosis [28, 48]. However, several of these genes such as *Bub1*, *Nusap1*, *Prc1*, *Ska1*, and *Ube2c*, have also previously been found to be expressed at about the same level, as here at early patency, towards the end of crisis in vaccination-protected mice [28]. Thus, it is not unlikely that the changes in the expression of these cell cycle and mitosis controlling genes reflect accelerated extramedullary erythropoiesis and generation of liver-resident cytotoxic cells and may also be associated with accelerated liver regeneration in general. Indeed, there is evidence that the liver during the acute phase of *P. chabaudi* blood-stage malaria is pathologically damaged and even heavily injured with distant effects on other organs such as in hepatoencephalopathy [9, 10]. Even *Plasmodium falciparum* and *Plasmodium vivax* malaria in humans is associated with massive liver dysfunction [70–73]. Accelerated liver regeneration may therefore contribute to accelerated recovery from the malaria-induced dysfunctions of the liver [20, 28].

Finally, the present data demonstrate that *P. chabaudi* blood-stage malaria does not only alter gene expression in the liver at early patency, but also affects the expression of lincRNAs, and this lincRNA expression has changed after protective vaccination. The identified lincRNAs are not yet functionally annotated, as it is typical for most other known lincRNAs [31]. In general, however, evidence is increasing that lncRNAs including lincRNAs play a critical role in nuclear organization and chromatin remodeling, in cell-type specific activation and repression of gene expression through diverse mechanisms, in tissue-specific fine-tuning of the expression of neighbouring genes, in regulation of cell-lineage development, and in course and outcome of diverse diseases including liver diseases [31, 33, 34, 74–76]. Here, several lincRNA species have been identified in the liver, whose malaria-induced expression is increased by protective vaccination during mid-precrisis on day 4 pi, and whose expression is still more increased in the liver of vaccination-protected mice towards the end of the crisis phase on day 11 pi as described recently [28]. For instance, expression of the lincRNA:chr12:32781477-32808567 is upregulated from 6.6 in the Vd4 group to 71.9 in the Vd11 group, the lincRNA:chr5:77084398-77086144 reverse strand from 10.7 to 19.9, the lincRNA:chr15:61984389-62102500 reverse strand from 3.2 to 6.1, and the lincRNA:chr10:83980790-83986015 reverse strand from 3.1 to 9.7, respectively. 

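The lincRNA on chromosome 12 from 32781477 to 32808567 (reverse strand, 27091 bp) lay well above background on all arrays of the Vd4 group. It was at least 1.82-fold higher there than in the Vd0 group and at least 1.93-fold higher than in the Nd4 group. The adjusted p-values of this lincRNA by limma, 3.68e-07 and 2.01e-05, test its fitted changes and not these bounds. The one on chromosome 5 from 77084398 to 77086144 (reverse strand, 1747 bp), which overlaps Gm10430 on the other strand, rose at least 5.33-fold in vaccinated mice (adjusted p = 0.000144) and was 3.55-fold higher in the Vd4 than in the Nd4 group (adjusted p = 0.0365). The one on chromosome 10 from 83980790 to 83986015 (reverse strand, 5226 bp) rose at least 1.63-fold (adjusted p = 0.00422) by its brightest probe. The one on chromosome 15 from 61984389 to 62102500 (reverse strand, 118112 bp) overlaps Pvt1 on the other strand and the pseudogene H2afy3 on its own strand. Some of its probes lie in the exon of H2afy3. Its brightest probe was 0.743-fold (adjusted p = 0.329), and those of its probes that did not lie well above background give no fold.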

At least these 4 lincRNA species in the liver may be speculated to contribute to vaccination-induced healing of the otherwise lethal *P. chabaudi* malaria infections. Currently, the role of lncRNAs is still poorly understood with respect to extramedullary erythropoiesis and/or generation of liver-resident killer cells and/or hepatic regeneration [62] and/or megakaryopoiesis in the liver [20]. Only erythropoiesis has been recently shown to be associated with diverse lncRNAs [75, 76], particularly in steps of erythropoiesis that are targeted by the transcription factor GATA1 [77, 78]. The expression of *Gata1* in the liver was here detected to be upregulated by > tenfold at early patency during the pre-crisis phase and, still more, by > 100-fold towards the end of the crisis phase in vaccination-protected mice [28]. One study has shown [77] that when the erythroid-specific lncRNA species alncRNA-EC7, also known as Bloodlinc, is knocked down, the expression of the 10 kb away located gene *Slc4a1*, which encodes the band 3 erythrocyte membrane protein and which is found here to be expressed by more than tenfold at early patency and by more than 100-fold at crisis in the liver of vaccination-protected mice [28], is decreased by 80%. Specifically, Bloodlinc is located in the coordinates chr11:102,231,615–102,237,204 of the version mm9 of the mouse genome, which is also used for annotation of our lincRNA containing arrays; incidentally, the latter do not contain any specific probes for the lncRNA Bloodlinc.

Collectively, the present data indicate that protective vaccination changes the hepatic response in terms of mRNA and lincRNA expression, to early patent healing infections of *P. chabaudi* blood-stage malaria. These changes are suggested to be associated with an accelerated occurrence of extramedullary erythropoiesis, generation of liver-resident cytotoxic cells, and liver regeneration. These accelerated processes at early patency may be of critical importance for the final vaccination-induced healing outcome of the otherwise lethal blood-stage *P. chabaudi* malaria.

## Additional file

**Additional file 1: Table S1.** Genes, whose expression is up-regulated more than 3-fold and less than 10-fold (p < 0.01) in the liver of non-vaccinated mice infected with P. chabaudi on day 1 p.i. (Nd1) in comparison to constitutive expression on day 0 p.i. (Nd0). **Table S2.** Genes, whose expression is down-regulated more than 3-fold and less than 10-fold (p < 0.01) in the liver of non-vaccinated mice infected with P. chabaudi on day 1 p.i. (Nd1) in comparison to constitutive expression on day 0 p.i. (Nd0). **Table S3.** Genes up-regulated and down-regulated more than 10-fold (p < 0.01) in the liver of vaccinated mice infected with P. chabaudi on day 1 p.i. (Nd1) in relation to constitutive expression on day 0 p.i. (Nd0. **Table S4.** Genes, whose expression is up-regulated more than 3-fold and less than 10-fold (p < 0.01) in the liver of both non-vaccinated (N) and vaccinated mice (V) infected with P. chabaudi on day 1 p.i. (Vd1, Nd1) in comparison to constitutive expression on day 0 p.i. (Vd0, Nd0). **Table S5.** Genes, whose expression is down-regulated more than 3-fold and less than 10-fold (p < 0.01) in the liver of both non-vaccinated (N) and vaccinated mice (V) infected with P. chabaudi on day 1 p.i. (Vd1, Nd1) in comparison to constitutive expression on day 0 p.i. (Vd0, Nd0). **Table S6.** Genes expressed more than 3-fold and less than 10-fold (p < 0.01) in the liver of vaccinated mice infected with P. chabaudi on day 1 p.i. (Vd1) in comparison to constitutive expression on day 0 p.i. (Vd0). **Table S7.** Genes down-regulated more than 3-fold and less than 10-fold (p < 0.01) in the liver of vaccinated mice infected with P. chabaudi on day 1 p.i. (Vd1) in comparison to constitutive expression on day 0 p.i. (Vd0). **Table S8.** LincRNAs up-regulated more than 3-fold (p < 0.01) in the liver of vaccinated mice infected with P. chabaudi on day 1 p.i. (Vd1) in comparison to constitutive expression on day 0 p.i. (Vd0).**Table S9.** LincRNAs down-regulated more than 3-fold (p < 0.01) in the liver of vaccinated mice infected with P. chabaudi on day 1 p.i. (Vd1) in comparison to constitutive expression on day 0 p.i. (Vd0).

How the deposited data were processed for this re-analysis (not part of the article)

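Liver RNA of 12 female Balb/c mice was measured on Agilent one-colour arrays of the mouse, 3 mice in each of the groups Nd0, Nd4, Vd0 and Vd4. The grouping was taken from the sample labels, which name the vaccination, the day and a replicate number. The authors deposited a scanner file of each array and a table of values for the same 12 samples. Per the file headers, the scanner files hold intensities made by the authors with Agilent Feature Extraction, which subtracted the background and detrended the signal within an array, with annotation on mm9 (NCBI37) and no normalization between arrays. The authors made the table of values by log2 transformation and quantile normalization between its columns. Of its 12 columns, 3 (those labelled Nd0) correlate above 0.999 with the scanner file of the same sample, so the scanner files were used throughout, and no test was run on the value table under its own labels, though this had been intended.

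The processed signal of each of 59305 spots outside the controls was log2 transformed, spots marked as outliers by Feature Extraction (between 91 and 160 per array) were set aside, the arrays were quantile normalized and the spots of each of 55681 probes averaged. The arrays carried 39430 probes for 30200 gene names and 16251 probes for 4622 lincRNAs, the latter distinguished by position and strand. Probes well above background on all 3 arrays of at least 1 group were kept, which left 27781. A gene or lincRNA was represented by its probe with the highest mean log2 signal, which left 17817 genes and 2284 lincRNAs. The share of spots well above background lay between 50.2% and 54.1% per array, the 75th percentile of the signal between 241 and 521, and the lowest log2 signal well above background between 3.41 and 4.05. The signal over background limits the fold changes of dim genes, which are given as bounds, and 3 arrays per group limit the precision of all values.

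Groups were compared in limma 3.58.1 under R 4.3.3 (lmFit and eBayes, 8 residual and 2.11 prior degrees of freedom), in a single model of 4 groups. The contrasts were Vd4 against Vd0, Nd4 against Nd0, Vd0 against Nd0, Vd4 against Nd4, and the difference of responses, that is Vd4 against Vd0 less Nd4 against Nd0. Benjamini-Hochberg adjustment ran over genes and lincRNAs together. Calls needed more than 3-fold (or, as a second threshold, 10-fold) at an adjusted p under 0.01, and for the difference of responses more than 2-fold at an adjusted p under 0.05. The paper gives its fold and p thresholds without naming the test for the arrays or an adjustment, and its methods name a heteroscedastic t-test for the PCR data.

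Lists of genes were tested with fry, limma's rotation test, adjusted over 11 lists per contrast, and with camera at a preset correlation of 0.01 and at an estimated one. From the paper came the erythropoiesis genes of Table 1, its cytotoxicity genes with Klrg1, the cell cycle and mitosis genes of Tables 1 and 2, and the cytokines Ifng, Tnf, Il1b and Il6. Further lists held other erythroid, NK and cytotoxicity, and cell cycle genes, and markers of liver-resident NK cells, conventional NK cells, Kupffer cells, myeloid granules and neutrophils, megakaryocytes, hepatocytes, exocrine pancreas, skeletal muscle, adipose tissue and sex. The lists, the thresholds, the comparisons and all alternatives except those said to be added were chosen before the data were examined. Second lists of pancreatic and muscle genes were added later. Genes named in the text are those the paper names, those of the lists, and the 5 with the largest increase and decrease in each of the responses and their difference. Of 196 named genes, 189 were placed on NCBIM37 in the GENCODE annotation. Epb42, Klra3, Adgre1 and Amy2b were not found under these names on the array, and several others, such as Sptb, Aurkb, Cdk1 and Itga2, did not pass the filter.

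Alternatives were the scaling of each array to its 75th percentile, normexp background correction with an offset of 50, no filter and another filter (well above background on at least 6 arrays, which kept 17871 genes and 2326 lincRNAs and so was no stricter overall), unadjusted p, the t-test of the methods with and without adjustment, fits of only the 2 groups compared, the replicate number or the slide as a block, bounds in place of fitted folds, any probe or the median of a gene's probes, and leaving out each array in turn. For the principal components the 1000 probes of largest variance and scaled probes were used. Added after the data had been seen were the t-test on linear signals of probes for RefSeq mRNAs and components over all probes.

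Data simulated with the noise of these arrays were tested first. Among 17802 genes with a 5-fold change put into 400 for Vd4 against Vd0, 382 were recovered, and 193 of 200 for the difference of responses. Among genes given no such change or difference, 0 and 2, respectively, were called higher, and calls of lower genes were not counted. The changes were put only into bright genes, with independent noise and without a floor, slide or tissue effects. The recovery of dim genes was therefore not tested. The t-test of the methods recovered 381 of the 400 without and 137 with adjustment. Scripts used Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9. The quantitative PCR of the paper was not analysed here. Some results for single genes are not reported here.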

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

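Of the tests in this part, those of the slide, the scaling and the hepatocyte share and adipose tissue for the gene lists, both tests of the counts of genes, and that of carry-over between arrays were chosen after the result had been seen. For the muscle genes, the measure and its criterion were set beforehand, and the reading that the question stays open was chosen after its value was seen.

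The response to infection differed between vaccinated and non-vaccinated mice, by a test of the difference itself, for 239 genes upwards and 43 downwards and for 8 lincRNAs upwards and 8 downwards. As a group, 8 lists of genes also differed, all with a positive difference, that is with a higher change in vaccinated than in non-vaccinated mice. For the Kupffer cell and megakaryocyte genes the mean change was positive in the former (0.33 and 1.40) and negative in the latter (-0.23 and -0.26). Neither negative mean passed its test (standard errors 0.13 and 0.22, adjusted p = 0.078 and 0.537 over 11 lists by fry). In non-vaccinated mice the changes of single Kupffer cell genes ran from -4.81 to 2.82. The mean log2 difference was 2.23 for the Table 1 erythropoiesis genes, 0.95 for its cytotoxicity genes with Klrg1, 1.77 for the Tables 1 and 2 genes of cell cycle and mitosis, 1.38 for other erythroid genes, 0.56 for other NK and cytotoxicity genes, 1.65 for other cell cycle genes, 0.56 for Kupffer cell genes and 1.66 for megakaryocyte genes. The first 3 lists were selected by the paper on these samples. Cd163, of Table 1, stands in the list of Kupffer cell genes.

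For the other erythroid genes, several technical explanations were tested. Under the slide block the difference was 1.39, with the arrays scaled to their 75th percentile 1.42, with the means of the pancreatic and muscle genes as covariates 1.36 and with that of the adipose genes 1.24, each still past its test, so none of these is the whole cause. With normexp background it was smaller, 0.79, and all 8 lists had smaller differences that still passed, from 0.40 to 1.47. Their size thus depends on how the background is treated, including the offset, which compresses the folds of dim genes. A lower share of hepatocyte RNA on the Vd4 arrays would raise the markers of all other cells alike, whereas the erythroid genes exceeded the liver-resident NK genes by 1.24 (standard error 0.23). Among 100 of the 200 possible splits of the samples, chance could be excluded for the other cell cycle genes (1 split as large, the real one included). It could not be excluded for the other NK genes (6). For the lists that the paper selected on these samples, erythropoiesis (5), cytotoxicity (1) and cell cycle (1), the selection favours the real split, so the splits decide nothing. The same holds for the other erythroid genes (5) and the Kupffer cell genes (6), since 5 splits as large in each kept the Nd4 and Vd4 groups whole, as 9 of the 100 do, and the difference lay on day 4 (1.35 and 0.50, against -0.03 and -0.06 on day 0). It also holds for the megakaryocyte genes (3), whose difference lay on day 4 (1.48, against -0.18 on day 0) and whose splits as large all kept these groups whole. For the counts of genes and lincRNAs, 2 splits were as large in each, the real one included, and both kept these groups whole. The other one gave more, 429 genes and 28 lincRNAs against 282 and 16, so the splits decide nothing there either. The calls for the other NK and the Kupffer cell genes were also lost with camera at an estimated correlation. With the pancreatic and muscle means as covariates, the other NK genes did not pass (0.52), whereas the rest of the 8 lists did.

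How many single genes differ remained open. Under the slide block 25 genes passed in either direction, with 4 residual degrees of freedom, and with the pancreatic and muscle means as covariates 81, with 6, in place of 282. With the replicate number as a block, which also leaves 6, 317 passed. Some arrays with the same number deviated together, so that block can remove variation and offset its loss of degrees of freedom. It therefore does not tell whether that loss or the tissue accounts for the 81. How far slide or tissue accounts for the lost calls remained open. Without Nd4 replicate 3, 143 genes were higher and 24 lower. Vaccination is the difference that the design names, and its effect on each cell type, as opposed to the numbers of cells, was not tested. For the lists with tests against every technical explanation that applied, that of other erythroid genes, a stronger erythroid response in vaccinated mice is a hypothesis consistent with the 1.39 under the slide block, found and tested on the same arrays, with a size that fell to 0.79 with normexp background and with chance left undecided by the splits.

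Genes of the exocrine pancreas, which the paper does not discuss, were high on single arrays of every group except Vd4. Their mean log2 signal over 20 genes was 15.19 on Nd0 replicate 1, 14.81 on Nd4 replicate 1, 12.53 on Vd0 replicate 3 and 9.13 on Vd0 replicate 2, against 3.83 on Nd0 replicate 3 and 3.80 on Vd0 replicate 1. The most abundant were Try5, from 1.71 to 17.26, Try4 with up to 17.05 and Ctrb1 with up to 16.73. Carry-over between the arrays of a slide remained open. Of the arrays that share a slide with the 2 highest, Vd0 replicate 1 had a mean of 3.80, but Vd4 replicate 1 had 5.03, the highest of its group, and Nd0 replicate 2 (7.58) and Vd0 replicate 2 (9.13), on another slide, were both raised. Beside Vd0 replicate 3, Nd4 replicate 3 (3.56) and Vd4 replicate 3 (3.95) were not. A second list of 10 pancreatic genes was highest on the same array and had a range of 7.43 within the Nd0 group. Pancreatic tissue in some of the liver pieces is therefore a candidate explanation. The arrays of each condition differ among themselves, so that the conditions of the design do not account for it, and no biological explanation was tested.

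Skeletal muscle genes were high on single arrays of every group except Nd4, with a mean log2 signal over 10 genes of 9.13 on Vd4 replicate 1, 9.06 on Nd0 replicate 2 and 7.73 on Vd0 replicate 3, against 3.26 on Nd4 replicate 3. The most abundant on Vd4 replicate 1 were Tnni2 (12.12), Tnnc2 (11.96) and Acta1 (11.52). A second list of 10 muscle genes had its highest value on the same array, but ranged over 2.14 within the Nd0 group and so missed the range of 3 set beforehand. Muscle tissue in some pieces thus remains open, and no biological explanation was tested.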

How the results depend on the processing

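Chosen after the data had been seen were the t-test on linear signals of RefSeq mRNA probes and the components over all probes. All others had been set earlier. Unless stated, the cause of a change was not tested.

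Counts of genes and lincRNAs are given as higher and lower. In the reported setting they were 1057 and 63 genes in Vd4 against Vd0, 542 and 39 in Nd4 against Nd0, 0 and 0 in Vd0 against Nd0, 49 and 16 in Vd4 against Nd4, 491 and 18 in both responses and 239 and 43 for the difference of responses. A count is taken as kept where it stayed within 1.5 times. With the 75th percentile scaling, 42 of 43 results kept their direction and side of the threshold, the exception being 1 gene lower in Vd0 against Nd0. That scaling moved the median log2 change of all genes in Vd4 against Vd0 from -0.12 to -0.21. When any probe of a gene counted, 16 of 16 counts were kept, and with the filter of at least 6 arrays, which kept 17871 genes, 40 of 41 results, the exception being 0 lincRNAs higher in Vd4 against Nd4.

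Normexp background kept 20 of 41 results. It gave 548 and 21 genes in Vd4 against Vd0, 228 and 15 in Nd4 against Nd0, 22 and 6 in Vd4 against Nd4 and 203 and 8 in both. Among lincRNAs it gave 7 and 1 in Vd4 against Vd0, 5 and 1 in Nd4 against Nd0, 0 higher in Vd4 against Nd4, 3 higher in both and 2 and 1 for the difference. More than 10-fold changes fell to 27 and 0 in vaccinated and 15 and 0 in non-vaccinated mice. By its construction, the offset of 50 compresses the folds of dim genes. The conventional NK list passed (0.308).

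With no filter on dim probes, 30200 genes were tested and 35 of 41 results kept. The others were 1 gene lower in Vd0 against Nd0, 5 lower in Vd4 against Nd4, 0 lincRNAs higher in Vd4 against Nd4, 4 and 3 lincRNAs for the difference, and the conventional NK list, which passed (0.588).

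At an unadjusted p, which passes more genes by construction, 16 of 28 counts were kept. The others were 10 and 22 genes in Vd0 against Nd0, 90 higher in Vd4 against Nd4, 514 and 169 for the difference, and among lincRNAs 8 lower in Nd4 against Nd0, 3 and 1 in Vd0 against Nd0, 2 and 2 in Vd4 against Nd4, and 16 and 50 for the difference. The t-test of the methods without adjustment kept 15 of 24 counts. The others were 26 genes lower in Vd4 against Vd0 and 25 in Nd4 against Nd0, 3 and 10 in Vd0 against Nd0, 7 lower in Vd4 against Nd4, 4 lower in both, 2 and 2 lincRNAs lower in the responses of vaccinated and non-vaccinated mice, and 6 lincRNAs higher in both. With adjustment it kept 5 of 24 and gave 46 and 0 genes in Vd4 against Vd0, 83 and 2 in Nd4 against Nd0, 0 and 0 in Vd4 against Nd4, 6 and 0 in both, 1 and 0 lincRNAs in vaccinated and 0 and 0 in non-vaccinated mice, 0 lincRNAs higher in Vd4 against Nd4 and 0 and 0 in both, and more than 10-fold changes of 20 and 0 genes in vaccinated and 10 and 1 in non-vaccinated mice.

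Fitting only the 2 groups compared kept 21 of 24 counts, the others being 16 and 1 genes in Vd4 against Nd4 and 10 lower in both. The sample labels pair the arrays only by a replicate number. Of 18 pairs with the same number 9 had correlated deviations over 0.1, against 1 of 36 pairs with different numbers. Many pairs with the same number also shared a slide. Of these, 6 of 11 had such deviations, against 3 of 7 with the same number on different slides. Number and slide can therefore not be told apart. With the replicate number as a block 39 of 41 results were kept, the others being 2 genes lower in Vd0 against Nd0 and 5 lincRNAs higher for the difference. The slide as a block kept 30 of 41, and left 4 in place of 8 residual degrees of freedom. The others were 16 genes lower in Nd4 against Nd0, 7 and 1 in Vd4 against Nd4, 8 lower in both, 21 and 4 for the difference, 8 lincRNAs higher in Nd4 against Nd0, 7 higher in both and 1 and 0 for the difference, and the other NK list (0.476).

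Bounds in place of fitted folds kept 19 of 24 counts, and by construction lower the folds of dim genes. The others were 1 lincRNA lower in vaccinated and 2 in non-vaccinated mice, 0 lincRNAs higher in Vd4 against Nd4, and 2 and 2 genes lower by more than 10-fold in vaccinated and non-vaccinated mice. The median over a gene's probes kept 14 of 16 counts, the others being 1 and 1 genes in Vd0 against Nd0. Camera at the preset correlation passed the myeloid list (0.933) and kept 12 of 13 lists. At the estimated correlation it kept 11, without the other NK list (0.557) and the Kupffer cell list (0.560). The added t-test on linear signals, over 17991 probes of 13757 genes, gave 569 and 18 genes in Vd4 against Vd0, 11 lower in Nd4 against Nd0, 2 and 3 in Vd0 against Nd0, 5 lower in Vd4 against Nd4, 259 and 2 in both, and more than 10-fold changes of 92 and 2 genes in vaccinated and 23 and 2 in non-vaccinated mice. PC1 captured 69.2% over the 1000 probes of largest variance. With scaled probes PC1 and PC2 captured 39.5% and 12.2%, and over all probes, as added, 28.0% and 11.8%.

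Of the calls in Vd4 against Nd4, 75.4% were higher in the reported setting, which became 87.2% with no filter, 88.1% with the unadjusted t-test of the methods, 94.1% with only the 2 groups and 87.5% with the slide as a block.

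Leaving out 1 array at a time, the counts of genes ranged from 980 to 1077 higher and 37 to 69 lower in Vd4 against Vd0 (lowest for both without Vd0 replicate 2), from 501 to 548 and 24 to 47 in Nd4 against Nd0 (24 without Nd0 replicate 3), from 0 to 1 and 0 to 6 in Vd0 against Nd0 (6 without Nd0 replicate 1), from 18 to 46 and 1 to 19 in Vd4 against Nd4 (18 and 1 without Nd4 replicate 3), from 455 to 500 and 10 to 17 in both (10 without Nd4 replicate 1), and from 143 to 274 and 24 to 59 for the difference (143 and 24 without Nd4 replicate 3). For lincRNAs the ranges were 25 to 32 and 2 to 6 in vaccinated mice (2 without Vd0 replicate 2), 10 to 16 and 2 to 4 in non-vaccinated mice (2 without Nd4 replicate 2), 7 to 13 higher in both (7 without Nd0 replicate 1), and 5 to 8 and 1 to 9 for the difference (1 without Nd4 replicate 3). More than 10-fold changes ranged from 161 to 183 and 4 to 6 genes in vaccinated mice, and from 40 to 49 and 5 to 8 in non-vaccinated mice (8 without Nd0 replicate 1). PC1 ranged from 53.5% to 56.6% and PC2 from 8.48% to 10.3%.

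The mean log2 difference of responses ranged from 2.07 to 2.42 for the erythropoiesis genes of Table 1, 0.79 to 1.16 for its cytotoxicity genes, 1.60 to 1.93 for the cell cycle genes of Tables 1 and 2, 1.25 to 1.45 for other erythroid, 0.45 to 0.72 for other NK and 1.56 to 1.78 for other cell cycle genes, 0.06 to 0.29 for liver-resident NK, 0.28 to 0.50 for conventional NK, 0.43 to 0.67 for Kupffer cell, 0.56 to 1.36 for myeloid and 1.46 to 1.88 for megakaryocyte genes. Whether a list passed changed in 4 of these fits for the conventional NK and in 1 for the myeloid genes. The day 0 difference ranged from -1.16 to -0.83 for the cell cycle genes of Tables 1 and 2 and from -1.05 to -0.82 for the other cell cycle genes.

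Over 76 named genes and lincRNAs and 5 alternatives (4 for the difference), other than leaving out arrays, 30 values in Vd4 against Vd0, 58 in Nd4 against Nd0, 26 in Vd4 against Nd4 and 52 for the difference fell short of the threshold they had passed, and 0, 1, 3 and 7 newly passed. Leaving out arrays, 12, 14, 61 and 93 fell short, and 1, 10, 5 and 15 newly passed. Reversed in sign were the lincRNA on chromosome 12 in Nd4 against Nd0 (-0.15) and Ubd in Vd4 against Nd4 (-0.012) with the 75th percentile scaling, and that lincRNA (-0.016), Cd209g in Vd4 against Nd4 (0.10) and Cd209f for the difference (0.12) with normexp background. Without single arrays, the sign also changed in Nd4 against Nd0 for Abcg4 (-0.25 to 0.047, with 0.02 without Nd0 replicate 1), Lad1 (-0.39 to 0.23, with 0.07 without Nd0 replicate 3 and 0.09 without Nd4 replicate 2) and Ermap (-0.12 to 0.036, with 0.0038 without Nd0 replicate 2), and in Vd4 against Nd4 for Cd163 (-0.29 to 0.0068), Car9 (-0.056 to 0.34) and Ubd (-0.13 to 0.23, with -0.09 without Nd4 replicate 3). None of these values was called in the reported setting.

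Between 50.2% and 54.1% of spots lay well above background per array. Where a group lay below, as for 309 of the 1057 genes higher in vaccinated mice, the size of the change is limited by the signal and only its bound was measured. An analysis from the authors' value table had been intended and was not run under its labels, since 9 of its 12 columns hold values other than the scanner file of the sample they are labelled with.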

Differences from the paper's values

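In this part, the t-test on linear signals of RefSeq mRNA probes is the only alternative chosen after seeing the values. The other alternatives were set before the data were examined.

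The paper reports 329 genes upregulated in the Vd4 group only, where 566 were called. Of the earlier alternatives normexp background (345) comes within 1.5 times of the paper's count and the others do not, and the added t-test on linear signals, chosen after seeing the values, gives 310. For the Nd4 group only, the paper reports 173 genes and 51 were called. None of the earlier alternatives reaches the paper's count, and the t-test on linear signals, chosen after seeing the values, gives 156. For both groups the paper reports 274 genes and 491 were called. Normexp background (203), the unadjusted t-test of the methods (343) and the slide as a block (373) come within 1.5 times, the others do not, and the added test, chosen after seeing the values, gives 259.

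Among downregulated genes the paper reports 19 in the Vd4 group only, where 45 were called. Normexp background (13), the unadjusted t-test of the methods (22) and leaving out Vd0 replicate 2 (25) come within 1.5 times, the others do not, and the added test, chosen after seeing the values, gives 16. For the Nd4 group only, the paper reports 10 and 21 were called. Normexp background (7), no filter (14), the slide as a block (8) and leaving out Nd0 replicate 2 (15), Nd0 replicate 3 (12) or Nd4 replicate 2 (13) come within 1.5 times, the others do not, and the added test, chosen after seeing the values, gives 9. In both groups the paper's count is about 0 in Fig. 2, read by eye, where 18 were called, which only the adjusted t-test of the methods (0) reaches.

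By more than 10-fold, the paper reports 15 genes upregulated in the Nd4 group only, where 0 of the genes called in the Nd4 group by more than 10-fold were not also called in the Vd4 group. None of the earlier alternatives comes within 1.5 times, and the added test, chosen after seeing the values, gives 14. In both groups the paper's count is about 6 in Fig. 2, read by eye, where 39 were called, and only the added test (8), chosen after seeing the values, comes within 1.5 times. More than 10-fold lower in the Vd4 group only are about 1 in Fig. 2, read by eye, where 0 were called. The 75th percentile scaling, any probe of the gene, the median over probes and leaving out Vd0 replicate 3 or Vd4 replicate 2 each give 1, as does the added test, chosen after seeing the values, and the others do not.

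For lincRNAs upregulated in the Nd4 group only, the paper's count is about 9 in Fig. 4, read by eye, where 3 were called, and only the analysis with no filter (7) comes within 1.5 times. For lincRNAs downregulated in the Vd4 group only, the paper reports 7, where 4 were called. The 75th percentile scaling (6), no filter (5), unadjusted p (5) and leaving out Nd4 replicate 2 (5) come within 1.5 times, and the others do not.

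Of the paper's fold changes for genes, 2 of 47 in vaccinated mice and 0 of 23 in non-vaccinated mice differed from the values here, as did 1 of 4 for lincRNAs. For 29, 8 and 3 of these, respectively, only a lower bound was at hand, which does not contradict a larger fold and does not support it either. For Ermap the paper reports 21.59-fold, against 0.889-fold by its brightest probe, and 0.813 to 0.946 by the same probe under 17 alternatives, none of which reaches the paper's value. Its 2 other probes, looked at after seeing the values, rose at least 17.6-fold and at least 13.6-fold (fitted 21.2-fold and 42.3-fold), bounds that do not differ from the paper's value. The paper also measured Ermap by quantitative PCR and reports a significant change in the Vd4 group, comparable to that on its arrays. The difference for Ermap thus concerns its brightest probe, and the alternatives, which use that probe, do not test the choice of probe. For Abcg4 the paper reports 26.79-fold, against 0.550-fold by its brightest probe, and 0.514 to 0.685 by the same probe under 17 alternatives, none of which reaches it. Its other probes, looked at after seeing the values, rose at least 13.3-fold and at least 8.26-fold (fitted 18.4-fold and 27.3-fold), bounds that do not differ from the paper's value either. For the lincRNA on chromosome 15 from 61984389 to 62102500 the paper reports 3.2, against 0.743, and 0.632 to 0.824 by the same probe under 17 alternatives.

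Several statements of the paper also differ from the values here. The paper places the Vd4 group alone on one side of the dendrogram and of PC1, whereas both the first split and PC1, with 54.7% of the variability, parted day 0 from day 4. Cd163 is given as the only gene strongly reduced in the Vd4 group, whereas by fitted changes 4 genes fell by more than 10-fold there, the others being Cd209f, Kcnj16 and Cd209g. The paper states that Socs1 is strongly raised in vaccinated mice but not in non-vaccinated mice, whereas it rose 11.0-fold in the former and 19.9-fold in the latter. Of the erythropoiesis genes of Table 1, the paper counts all but Ermap as not significant in non-vaccinated mice, whereas 4 of 8 (Ahsp, Kel, Cldn13 and Gata1) were called there. Of these 4 calls, normexp background removed 3 and the slide as a block 3.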

Other observations

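Of the tests in this part, those of the Vd0 columns and of the labels of the scanner files, of the value table behind Fig. 1, and of the slide, of adipose tissue and of chance for the cell cycle genes on day 0 were chosen after the result had been seen.

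Cell cycle genes were lower in vaccinated than in non-vaccinated mice before infection, which the paper does not report. The mean log2 difference between Vd0 and Nd0 was -0.995 over the 21 genes of Tables 1 and 2, which the paper selected for their rise from day 0 (adjusted p = 0.00066 over 11 lists by fry) and -0.91 over 17 other cell cycle genes (standard error 0.12), with 0 of 21 and 0 of 17 genes higher. The mean log2 signal of the other genes lay between 7.23 and 7.68 on the Nd0 arrays and between 6.46 and 6.69 on the Vd0 arrays. For these 17 genes the difference was -0.88 with the slide as a block, -0.90 with the 75th percentile scaling, -0.88 with the pancreatic and muscle means as covariates, -0.90 with the adipose mean as a covariate, and -0.90 (standard error 0.13) over the 13 genes well above background on all 6 arrays of day 0, so slide, scaling, pancreatic, muscle and adipose tissue, and dim probes are each excluded as the whole cause. With normexp background the differences were smaller, -0.56 for these genes and -0.43 for those of Tables 1 and 2, and still passed. Their size thus depends on how the background is treated, including the offset, which compresses the folds of dim genes. Among the 10 splits of the 6 arrays only the real one was as large (1 for each list), but 10 splits are too few to exclude chance by themselves. A lower share of dividing cells in the liver of vaccinated mice on day 0 may lie behind this difference of -0.56 to -0.91, as a hypothesis found on these arrays. The vaccination itself is the difference that the design names, and how it would act was not tested. Because of this difference, the stronger rise of these 17 genes in vaccinated mice comprised 0.74 between the groups of day 4 and the remainder on day 0.

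The responses differed by 0.22 (standard error 0.18) more for conventional than for liver-resident NK genes, so that these lists cannot be told apart, and an increase of liver-resident NK cells in particular remains open. Chance could not be excluded for the liver-resident NK (46 of 100 splits as large), the conventional NK (8) or the myeloid list (21), whose mean difference was 0.93 (adjusted p = 0.181 by fry).

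For the comparisons of 3 arrays against 3, other splits of the samples cannot exclude chance, since the real split is always 1 of 10. No other split gave as many genes or lincRNAs in Vd4 against Vd0, in Nd4 against Nd0 or in Vd4 against Nd4, by more than 3-fold or more than 10-fold, where 1 of 10 was as large, and for counts of 0 all 10 were. For genes and lincRNAs called in both responses, 1 of 100 splits was as large. Since every other split of a single response gave 0 calls, this share follows from the 1 of 10 in each response. It therefore does not exclude chance either.

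All 3 slides with a Vd4 array also held another group, so the place of the Vd4 arrays at the end of PC1 is not explained by the slide. Vaccination together with infection is what the design names for it.

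The heatmap of Fig. 1a shows a block of transcripts high on some arrays of day 0 and day 4 that share a replicate number. The pancreatic genes ranged over 11.4 log2 within the Nd0 group, and in the authors' table of values their mean was high in the columns labelled Nd0 replicate 1 (14.07), Vd0 replicate 1 (13.68) and Vd4 replicate 1 (9.80), which is consistent with pancreatic tissue as the source of this block. Muscle genes had a mean of 4.03 on Nd0 replicate 1 and are excluded. No biological explanation was tested.

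The authors' table of values and the scanner files differ in 9 of 12 columns. The 3 columns labelled Vd0 each matched the Nd4 scanner file of the same replicate number, and 6 columns matched no scanner file. The columns labelled Nd4 over those labelled Nd0 gave log2 ratios within 0.3 of the supplement's ratio Nd1/Nd0 for 95.7% of 326 probes, which is consistent with these columns holding non-vaccinated mice of day 1. Wrong labels on the scanner files are argued against by Table 1 and Table 2, whose folds lay within 1.5 times of those of the scanner files for 44 of 46 genes, but for 5 of 46 with the value table. What the remaining columns hold was not settled, and no biological explanation was tested.

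The supplementary tables are headed day 1. Their ratios for non-vaccinated mice correlated with the scanner files' Nd4 over Nd0 with r = 0.616 across 326 probes, which indicates that they hold another time point than the arrays analysed here. Genes are not independent replicates.

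In the value table, PC1 captured 38.6% and PC2 12.2% of the variability over all probes, the columns labelled Vd4 lay alone at the high end of PC1 (151 to 187 against -17.55 or less for the others), and the first split of the dendrogram set them apart. Fig. 1 may therefore show the value table rather than the scanner files.

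Further lists had these mean log2 differences of responses. It was -2.43 for 7 of 21 pancreatic genes, 2.88 for 4 of 10 muscle genes, 2.06 for 6 of 7 adipose genes, -0.28 for 12 hepatocyte genes, 0.24 for the cytokines Ifng, Tnf, Il1b and Il6 (median 0.00) and -0.45 for Xist. None of these passed fry without adjustment. Genes of the Y chromosome did not pass the filter, with at most 1 of 4 well above background per array, as in female mice. The adipose genes were lower in Vd0 than in Nd0 by a mean log2 difference of -1.96, which passed fry, without adjustment, and not camera at an estimated correlation.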
